# Modulation of Cell Signaling Pathways in Silica Nanoparticle-Saturated Macrophages

**DOI:** 10.3390/pharmaceutics18030344

**Published:** 2026-03-11

**Authors:** Sushanto Kumar Saha, Cansu Umran Tunc, Nitish Khurana, Philip J. Moos, Hamidreza Ghandehari

**Keywords:** silica nanoparticles, nanotoxicology, macrophage saturation, nanomedicine, cell signaling pathways

## Abstract

**Background/Objectives**: Upon systemic delivery, macrophages take up a significant portion of nanoparticles and may become saturated. The saturation of macrophages may pose risks to overall immune function and signaling pathways. While some information is available on the survival and functionality of macrophages upon saturation with nanoparticles, there is limited understanding of the molecular-level changes that can occur and their corresponding influences on macrophage phenotypes, gene expression, and immune signaling pathways. **Methods**: In this study, RAW 264.7 macrophages were saturated with silica nanoparticles (SNPs) of different sizes (50 and 100 nm), porosities (nonporous, mesoporous), densities (solid, mesoporous, and hollow), and surface compositions (hydrophobicity) at their maximum non-toxic concentrations. The saturated macrophages were evaluated for changes in gene expression and immune signaling pathways by RNA sequencing, weighted gene co-expression network analysis (WGCNA), and Hallmark and KEGG pathway analyses. **Results**: Our results show that in the range studied, the particle size did not have a significant effect on the gene expression profile. Porous SNPs of comparable sizes resulted in increased and unique changes in the gene expression profile compared to nonporous SNPs. Major immune signaling pathways, including TNF-alpha signaling via NF-κB pathways, mTORC1 signaling, and p53 pathways, were modulated in SNP-saturated macrophages. This modulation depended on the physicochemical properties of the particles. The Th1/Th2 multiplex immunoassay revealed that the uptake of SNPs increases the amount of the TNF-alpha cytokine compared to the nontreated controls, whereas no changes in IL-6 and IL-12p70 pro-inflammatory cytokines were observed. **Conclusions**: Our results demonstrate that physicochemical properties of SNPs, such as porosity, size, surface functionality, and density, influence the modulation of gene expression and macrophage immune signaling pathways. These results, along with others, can provide guidance on the selection of silica nanoparticles for the safe and effective systemic delivery of bioactive agents.

## 1. Introduction

Silica nanoparticles (SNPs) have shown potential for the delivery of bioactive and imaging agents [1,2,3]. Being “Generally Recognized as Safe” (GRAS) by the United States Food and Drug Administration, SNPs have found usage as excipients in food and cosmetic applications [4]. The ease of synthesis, tunable physicochemical properties, stability, and ability to load cargo provide opportunities for the use of SNPs in therapeutic delivery applications [1,2,3,5,6]. SNPs have shown an improved oral bioavailability of drugs [5]. They have also been used for the intravenous delivery of imaging agents. However, to date, there are no FDA-approved products incorporating SNPs as carriers for systemic drug delivery. Concerns include limited knowledge about SNP accumulation in the reticuloendothelial organ-resident macrophages, the impacts on their immune functionality, and the potential for short- and long-term toxicity [1,7,8].

As an integral part of the innate immune system, circulating and tissue-resident macrophages take up a significant portion of systemically administered nanoparticles, potentially saturating macrophages. The saturation of macrophages by SNPs or other nanoparticles may influence their phenotype, gene expression, and immune signaling. Besides having primary functions in immunomodulation, phagocytosis, and antigen presentation [9], macrophages play a crucial role in maintaining iron homeostasis, tissue repair, and other metabolic processes [10,11]. Therefore, a detailed investigation is warranted regarding the downstream effects upon the accumulation of SNPs in saturated macrophages.

Previous studies have reported SNP-related pro-inflammatory responses, cytotoxicity, and genotoxicity [1,7,8,12,13,14,15]. These responses were shown to depend on the concentration of particles used and their physicochemical properties, including size, shape, geometry, surface charge, surface functionalization, porosity, as well as dosing frequency and incubation time [1,7,8,12,13,14,15,16,17]. In a recent study, we saturated RAW 264.7 macrophages and demonstrated that at maximum nontoxic concentrations, there were no major changes in the survival and functional activity of the RAW 264.7 macrophages [18]. While these results are promising, a more detailed understanding of the subtle gene expression profiles of macrophages in response to SNP uptake, as a function of physicochemical properties, is warranted.

To gain a better understanding of the molecular-level changes and potential sub-toxic responses, it is essential to investigate the alterations in gene expression, cell signaling behavior, and molecular pathway changes in macrophages upon SNP saturation. Previously, we studied alterations in the global gene expression, as well as time- and dose-dependent changes in RAW 264.7 macrophages and showed that the porosity of the nanoparticles plays the predominant factor in influencing gene expression [19,20]. In the present study, we expanded this investigation to include nonporous 50 and 100 nm SNPs (SNP50 and SNP100), mesoporous 100 nm SNPs (MSNPs), and hollow mesoporous 100 nm SNPs (HMSNPs) and assessed the gene expression and key pathway modulations at maximum nontoxic concentrations, aiming to study the genetic-level changes at SNP-saturated macrophages.

## 2. Materials and Methods

### 2.1. Synthesis and Characterization of SNPs

Nonporous Stöber 50 nm and 100 nm SNPs (SNP50 and SNP100) were synthesized following a modified Stöber method. Mesoporous SNPs (MSNPs) were synthesized using a surfactant-based template method. Hollow mesoporous SNPs (HMSNPs) included a three-step synthesis and a solid Stöber core synthesis, followed by a mesoporous coating. The SNPs were etched to obtain a hollow structure. The details of the synthesis methods and materials for the four different SNPs have been reported previously [18]. The SNPs were characterized for their size and morphology using transmission electron microscopy (TEM) (JEOL-JEM 1400, Peabody, MA, USA) and nanoparticle tracking analysis (NTA) (NTA 3.4 Build 3.4.4, Malvern, UK). The structure, morphology, and pore size of the SNPs were evaluated using scanning–transmission electron microscopy (STEM) (JEOL-JEM 2800, Peabody, MA, USA). The Limulus Amebocyte Lysate (LAL) assay (ThermoFisher Scientific, Waltham, MA, USA) was used to quantify the endotoxin concentration in the nanoparticle solution [18].

### 2.2. Cell Culture

The RAW 264.7 macrophage cell line was used throughout the study and was obtained from ATCC (Manassas, VA, USA). The cells were cultured in RPMI media supplemented with 10% FBS. The cell lines were authenticated using a Mouse Short Tandem Repeat Profiling Kit from ATCC (Manassas, VA, USA).

### 2.3. Cellular Uptake

A 24-h cell viability study was performed via the CCK-8 assay with a range of SNP concentrations (6.25 µg/mL to 800 µg/mL) to determine the maximum nontoxic concentrations of the SNPs on the macrophages, and the saturation timepoint for maximum internalization was determined by ICP-MS, as described in the previously published article [18].

To visualize the internalization of SNPs inside the cells, 5 × 10^5^ cells per well were grown overnight in a six-well plate and treated with the maximum nontoxic concentrations of SNPs (50 µg/mL, 25 µg/mL, 200 µg/mL, and 200 µg/mL for SNP100, SNP50, MSNP, and HMSNP, respectively) for 6 h as the saturation timepoint. The cells were fixed using a 2.5% formaldehyde/glutaraldehyde fixative solution at room temperature and then collected and centrifuged to obtain cell pellets, which were stored at 4 °C overnight. The cell pellets were resin-embedded, and ultrathin sections were obtained using a microtome knife. Transmission electron microscopy images of cells were taken using JEOL JEM-1400 microscope (Peabody, MA, USA).

### 2.4. RNA Extraction

RAW 264.7 macrophages were seeded on a six-well plate (5 × 10^5^ cells/well) and grown overnight. The cells were dosed at SNP maximum nontoxic concentrations (50 μg/mL for SNP100, 25 μg/mL for SNP50, 200 μg/mL for both MSNPs and HMSNPs, and no SNP treatment for control) and incubated for 6 h (saturation time). The total RNA of the cells was collected in RNase-free water using the Qiagen RNeasy Mini Kit (Qiagen, Hilden, Germany). The sample was treated with DNase to remove DNA and stored at −80 °C. The RNA concentration was measured with a Qubit RNA HS Assay Kit (Fisher Scientific #Q32855, ThermoFisher Scientific, Waltham, MA, USA). RNA quality was evaluated with an Agilent Technologies RNA ScreenTape Assay (5067-5579 and 5067-5580) (Agilent Technologies, Santa Clara, CA, USA). All samples were ensured to have an RNA quantity of over 25 ng/µL and an RNA integrity number (RIN) between 9 and 10 before sequencing.

### 2.5. mRNA Sequencing and Data Acquisition

RNA sequencing was performed at the High Throughput Genomics Core at the University of Utah. The library was generated using the NEB Next Ultra II Directional RNA Library Prep with Poly(A) mRNA Isolation kit (New England Biolabs, Ipswich, MA, USA) for Illumina sequencing. The sequencing was performed using the Novaseq X Reagent kit (Illumina, San Diego, CA, USA) for 150 × 150 base pair sequencing, with more than 30 million read pairs for each sample. The *Mus musculus* genome (GRCm39) was used for mapping the reads.

### 2.6. Bioinformatic and Statistical Analysis

Differential gene expression analysis was performed using the DESeq2 package (v1.42.1) in R (v4.4.2) [21], following standard workflows for count-based RNA-seq data. The genes with fewer than 10 counts were removed, and regularized log transformation (rlog) was applied to stabilize variance across samples for visualization and downstream analysis. The shrinkage of log2 fold changes with the apeglm method was used to identify differentially expressed genes [22].

To assess functional enrichment, we used the Enrichr package (v3.4) [23]. Enrichment analysis was conducted against multiple curated databases, including MSigDB Hallmark 2020, KEGG 2019 Mouse, and Gene Ontology categories for Biological Process (2025 versions). Enrichment results were visualized and interpreted to identify biological pathways and processes associated with differentially expressed genes.

Co-expression network analysis was subsequently performed using the Weighted Gene Co-expression Network Analysis (WGCNA) package (v1.73) [24]. A soft-thresholding power of 18 was used for scale-free topological assessment, as well as a “signed” structure for network analysis. The resulting gene-centric network modules were used to explore gene co-regulation and subjected to Enrichr-based pathway analysis.

### 2.7. Th1/Th2 Cytokine Analysis

In total, 2.5 × 10^5^ cells/well were seeded in a six-well plate and allowed to grow for 24 h. The cells were dosed with nontoxic SNP concentrations. After 6 h, the cell culture supernatants were collected and centrifuged at 10,000 rpm for 5 min to eliminate the residual cells. The supernatant was used to analyze Th1/Th2 cytokine panels (IFN gamma, IL-4, IL-5, IL-6, IL-12p70, TNF alpha) using ProcartaPlex mouse essential Th1/Th2 panel 6-plex (ThermoFisher Scientific, Waltham, MA, USA). Unidentified patient plasma samples were used as positive controls to validate the findings from the ELISA.

The experiments were performed with each group replicated at least three times (*n* = 3) and presented as the mean ± standard deviation (SD). The variance between the two groups was analyzed using the Student’s t-test in Microsoft Excel and GraphPad Prism Software (Version 10.1,2), with a threshold of significance set at *p* < 0.05. The graphs were drawn using GraphPad Prism Software (Version 10.1,2).

## 3. Results

### 3.1. Synthesis and Characterization

The size and morphology of the synthesized SNPs were characterized using STEM and are shown in Figure 1a–d. SNP50 and SNP100 represent nonporous, spherical solid nanoparticles of 50 and 100 nm diameters on average, respectively. MSNPs are mesoporous SNPs, whereas HMSNPs are hollow mesoporous SNPs of approximately 100 nm average diameters. The diameters of the SNPs calculated with ImageJ (v1.54f) (National Institute of Health, MD, USA) for 200 nanoparticles were 55.65 ± 5.98, 126.89 ± 16.93, 115.56 ± 31.50, and 101.16 ± 10.23 nm, for SNP50, SNP100, MSNP, and HMSNPs, respectively [18]. The diameters measured by nanoparticle tracking analysis were 67.2 ± 22.3, 93.1 ± 25.7, 120.4 ± 32.5, and 97.0 ± 30.8 for SNP50, SNP100, MSNP, and HMSNPs, respectively. The pore size of the MSNP is 1.71 ± 0.22 nm and the HMSNP is 1.81 ± 0.32 nm, as determined by transmission electron microscopy [18]. The SNP solutions were checked for the absence of endotoxin contamination and showed less than 0.1 EU/mL, corresponding to 0.1 EU per mg of SNPs. The TEM images in Figure 1e–h show the cellular uptake of the SNPs. The morphology of the macrophages showed no visual damage to the cells at the respective doses. SNPs were taken up and internalized in vacuole-like structures, and no SNPs were seen in the nuclei of the cells.

### 3.2. Gene Expression Analyses

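Gene expression upon saturation was measured in a mouse macrophage cell line that was treated for 6 h with SNP100 at 50 µg/mL, SNP50 at 25 µg/mL, MSNPs at 200 µg/mL or HMSNPs at 200 µg/mL, or was left nontreated, with 3 libraries in each of the 5 groups. The authors prepared the libraries from poly(A) RNA, mapped the reads to the mouse genome GRCm39 and deposited a count for each of 57186 genes in each library, without normalization. The paper states more than 30000000 read pairs for each sample, and the values used here are the counts on genes, which summed to between 29369934 and 42617812 per library. The median total was 34400492 (range 32376502 to 39704827) in the nontreated controls and 36106345 (35973920 to 37913019) in the SNP100-treated group. It was 30620853 (29369934 to 34818739) in the SNP50-treated group, 34521240 (31652167 to 38331517) in the MSNP-treated group and 37899469 (33391045 to 42617812) in the HMSNP-treated group. Genes with fewer than 10 counts summed over the 15 libraries were removed, which left 19839 genes. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with all 15 libraries in one model and Benjamini-Hochberg adjustment over the tested genes, and a gene was called at an adjusted p under 0.05. Normalized counts are given as CPM, which scales each library by its TMM-adjusted total. Within groups, replicate libraries differed by more than sampling noise, for which the mean chi-square per gene would be 1. It ranged from 66.2 to 205 between the control libraries and was at most 13.9 between the replicates of any treated group. The labels place each of the 5 groups in a submission of its own to the sequencing core, so that submission and treatment cannot be separated.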

The changes in gene expression upon SNP saturation were investigated by RNA-sequencing. The DESeq2 package (v1.42.1) was utilized to analyze gene expression, and the apeglm method was used to identify differentially expressed genes among the SNP treatment groups. Figure 2a shows the principal component analysis (PCA) in the four SNP-treated groups compared to the nontreated control group. 

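Principal components were computed from the rlog-transformed counts of the 500 most variable genes, and PC1 and PC2 held 73.3% and 9.66% of their variance. On PC1, the mean was -7.49 ± 1.2 (SD, n = 3 libraries) in the nontreated controls, -3.01 ± 0.584 in the SNP100-treated group and -3.86 ± 0.266 in the SNP50-treated group. On PC2, the controls had a mean of -2.71 ± 3.16 and SNP50 one of -1.91 ± 0.739, and the mean of SNP100 lay within 1 SD of that of the controls. The choice of genes moved the shares most, and over all tested genes PC1 held 46.2% and PC2 23.6%. Between SNP50 and SNP100, 0 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, and 867 of the 19839 tested genes had an unadjusted p under 0.05. With only the 6 libraries of this comparison in the model 0 were called as well, and 3223 of 17502 genes had an unadjusted p under 0.05. With Control replicate 3 left out, which enters this comparison only through the shared estimate of the spread, 85 genes were called and 3470 had an unadjusted p under 0.05, and DESeq2 called 1.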

The non-porous SNP100 and SNP50-treated groups, at their maximum nontoxic doses, did not show significant variance in the PCA analysis among themselves or in comparison with the nontreated controls. In contrast, the MSNP-treated group showed the highest variance in PC1, whereas the HMSNP-treated group showed the highest variance in PC2 compared to the other groups. 

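The MSNP-treated group had a PC1 mean of 19.2 ± 0.573 (SD, n = 3), and the HMSNP-treated group had one of -4.83 ± 0.41. On PC2 the order was the other way, with 6.35 ± 0.702 for HMSNP and -0.2 ± 0.398 for MSNP. Across the fits that each left out 1 library, PC1 held from 64.9% to 79.1% of the variance and PC2 from 7.19% to 13.6%.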

The close packing of the sample points in the graph showed less variance among the same treatment groups. 

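The spread within groups was compared as the mean Euclidean distance between replicates on the rlog scale. It was 34.6 among the control libraries, with single pairs from 20.5 to 45, and 15.5, 15.8, 14.5 and 16.3 within the SNP100-, SNP50-, MSNP- and HMSNP-treated groups. Control replicate 3 lay 38.3 from Control replicate 1 and 45 from Control replicate 2. On PC3, which held 5.13% of the variance, the SD of the controls was 6.23 and that of the treated groups was at most 1.96. Over 10655 genes with a mean log2 CPM above 1, the log2 difference of Control replicate 3 from the other controls fell with transcript length, with a median of 0.65 in the shortest of 10 bins of genes and -0.78 in the longest. These values are across genes, which are not independent replicates.

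**Figure D1:**
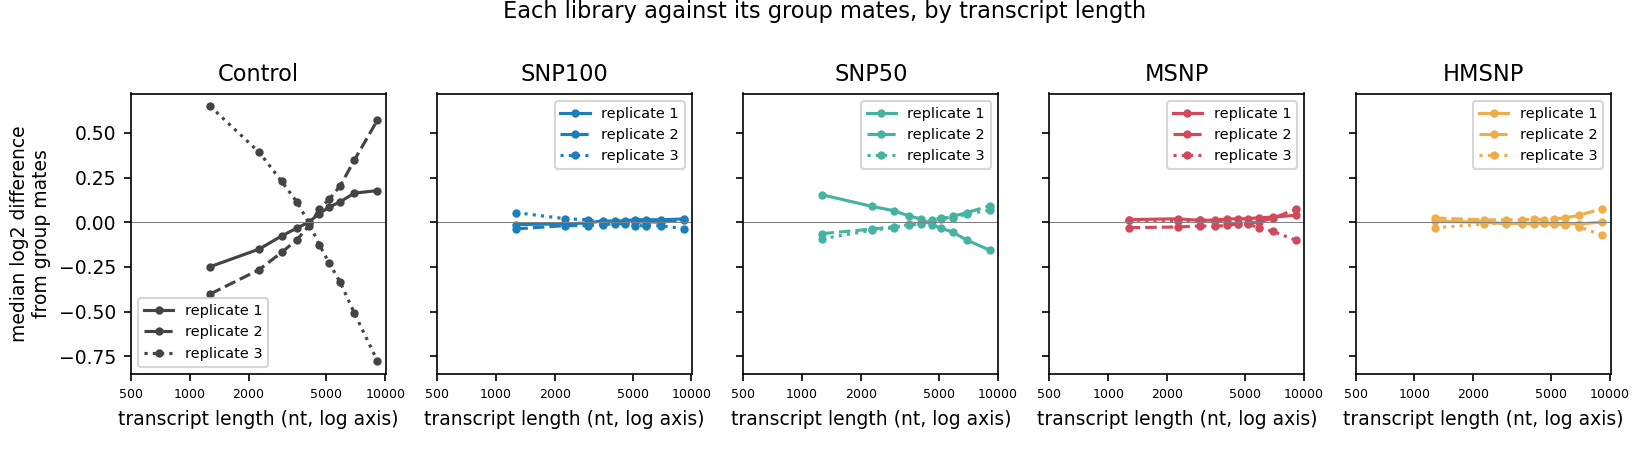
Median log2 difference of each library from the other replicates of its group (vertical axis) in 10 bins of genes by transcript length (nucleotides, log axis), with a panel for each group and a line for each library. Control replicate 3 goes from 0.65 in the shortest bin to -0.78 in the longest.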

The volcano plots in Figure 2b–e show the upregulated and downregulated genes in different treatment groups along with their respective statistical significance. 

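Among genes changed in MSNP-treated cells, Rragd (chromosome 4, 32982984 to 33025899 of GRCm39) rose from 0.336 ± 0.0951 CPM in the nontreated controls to 19.5 ± 2.79 CPM (SD, n = 3), a log2 fold change of 5.83 (standard error 0.231, adjusted p = 1.26e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tspan10 rose from 0.323 ± 0.143 to 16.5 ± 0.317 CPM, a log2 fold change of 5.63. Rgs16 fell from 16.7 ± 0.825 to 0.542 ± 0.0897 CPM, with a log2 fold change of -4.93, and Ermap had a log2 fold change of -5.05. In HMSNP-treated cells, large decreases were those of Chac1 (log2 fold change -2.99, standard error 0.135, adjusted p = 6.26e-09 from edgeR), Ranbp3l (-2.95) and Trib3 (-2.71). Rn18s-rs5, a ribosomal RNA gene, had a log2 fold change of -3.74 that was -0.52 without Control replicate 1. Plk2 rose from 3.91 ± 0.703 to 10.3 ± 0.72 CPM with HMSNP, and Inka2 and Myh14 had log2 fold changes of 1.32 and 1.28.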

The MSNP- and HMSNP-treated groups show the largest number of differentially expressed genes with high statistical significance. The overall gene expression heatmap in Figure 2f shows the relative Euclidean distances between the samples. The blue color in the heatmap indicates a greater Euclidean distance, while red indicates a smaller Euclidean distance among the samples. 

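Distances between samples were computed on the rlog scale over all tested genes. The MSNP-treated libraries lay 45.4 ± 7.46 (SD over the 9 pairs of libraries) from the nontreated controls, the HMSNP-treated libraries 30.5 ± 11.8, the SNP50-treated libraries 26.7 ± 6.88 and the SNP100-treated libraries 26 ± 9.58. In exact permutation tests of the group labels, p was 0.1 for MSNP, HMSNP and SNP100 and 0.4 for SNP50, and 0.1 is the smallest p that 3 libraries against 3 allow. With Control replicate 3 left out and rlog computed afresh, the distances were 37.7, 20.4, 20.5 and 17.5. With that library left out of the original rlog values, they were 40.5, 22.7, 22.6 and 19.7. SNP50 and HMSNP then lay too close to each other to be ranked. Between treated groups, SNP100 and SNP50 lay 17.2 apart, SNP100 and HMSNP 23.2, and SNP50 and HMSNP 26.3, while MSNP lay 35.5, 38.5 and 38.9 from SNP100, SNP50 and HMSNP. The exact permutation p was 0.1, the smallest possible, for each of these pairs, SNP100 and SNP50 included. On log2 CPM in place of rlog, the distance of MSNP from the controls was 110 and the others were 84.7, 81.5 and 78.7 in the same order.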

From the overall heatmap, the MSNP-treated group showed the greatest distinction in gene expression, whereas the others were more similar to each other. The number of upregulated genes (Figure 2g) in the SNP-treated groups was 251, 253, 2670, and 922, and the number of downregulated genes (Figure 2g) was 253, 435, 2339, and 1035 for SNP100, SNP50, MSNP, and HMSNP-treated groups, respectively, compared to the non-treated controls. 

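At an adjusted p under 0.05 in edgeR's quasi-likelihood test, 101 genes were upregulated and 80 downregulated in the SNP100-treated group, and 90 and 190 in the SNP50-treated group. In the MSNP-treated group 2348 genes were upregulated and 2179 downregulated, and in the HMSNP-treated group 489 and 535. Counts moved with the control libraries and with the set of libraries in the model. Without Control replicate 3, 1012, 3713, 5785 and 1699 genes were called for SNP100, SNP50, MSNP and HMSNP, so that SNP50 had more than HMSNP, and without Control replicate 2 HMSNP had 4940. With only the 6 libraries of each comparison in the model, 0, 1, 2257 and 77 genes were called, and 866 genes had an unadjusted p under 0.05 for SNP100. DESeq2 called 247 up and 249 down for SNP100, 249 and 431 for SNP50, 2646 and 2323 for MSNP and 921 and 1024 for HMSNP. Tested directly, HMSNP and MSNP differed in 4010 genes and MSNP and SNP100 in 3549, with 6644 and 6483 without Control replicate 3. The same test on simulated counts recovered 193 of 200 changed genes, with 8 false calls. Each simulated change was at least 2-fold, in genes above 1 CPM, and each gene had the same spread in all libraries. This does not measure recovery of smaller changes, or false calls with the wider spread of these controls. In 20 other simulations, of unchanged groups against controls with the spread of these, a median of 220 genes was called for SNP100 (range 131 to 284), and 16 of the 20 had at least as many genes as were found. For SNP50 1 of the 20 did, and for MSNP and HMSNP at most 294 and 270 genes were called. With an even spread between libraries at most 4 genes were called in any group. The simulations drew each gene on its own, without the trend of Control replicate 3 with transcript length. With the measured spread, the changes of SNP100 and SNP50 correlated with a median of 0.916, where 0.762 was found. These simulations therefore do not match the groups, and an effect of SNP100 stays open. Of the 181 genes found for SNP100, 180 were also called without Control replicate 3. These fits share most of their libraries and the count has no counterpart from the simulations, so that it decides nothing.

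**Figure D2:**
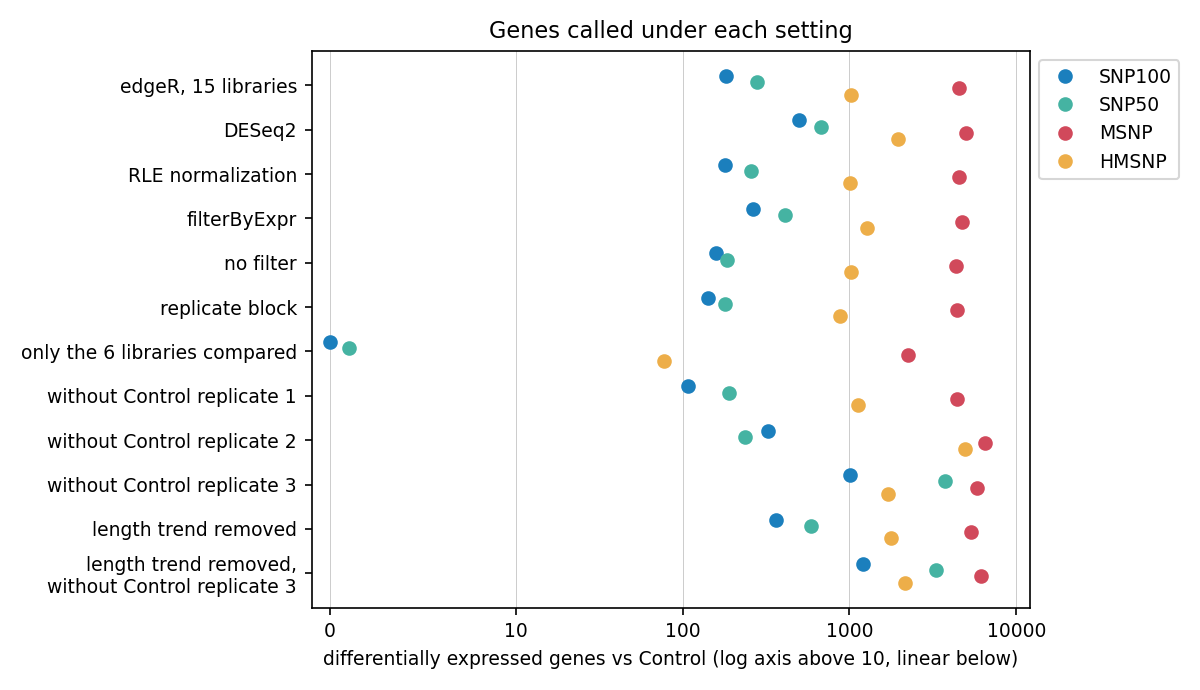
Number of genes called at an adjusted p under 0.05 in each treated group against the nontreated controls (horizontal axis, log above 10 and linear below), with a point for each treated group under each setting of the model. SNP50 has 280 genes with all libraries and 3713 without Control replicate 3.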

Genes with more than twofold change in expression were 15, 14, 910, and 73 for SNP100-, SNP50-, MSNP-, and HMSNP-treated groups, respectively, compared to the nontreated controls. 

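A fitted change of at least 2-fold with an adjusted p under 0.05 was found for 21 genes with SNP100 (13 up, 8 down), 28 with SNP50 (9 up, 19 down), 1476 with MSNP (734 up, 742 down) and 174 with HMSNP (47 up, 127 down). With DESeq2's apeglm shrinkage 95 genes passed for HMSNP. Leaving out 1 library moved the count for SNP100 from 12 without SNP100 replicate 2 to 44 without Control replicate 2, for SNP50 from 16 without SNP50 replicate 1 to 148 without Control replicate 3, and for HMSNP from 111 without HMSNP replicate 1 to 548 without Control replicate 2. Olr1 decreased in both nonporous groups, with log2 fold changes of -1.45 (SNP100) and -1.88 (SNP50). Fabp4 rose with SNP50, with 0.904 ± 0.0363 CPM (SD, n = 3) against 0.29 ± 0.109 in the controls and a log2 fold change of 1.62 (standard error 0.265, adjusted p = 0.00709 from edgeR).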

The numbers quantitatively confirm the findings with the PCA plot, volcano plot, and overall heatmap, with the highest number of gene expression changes in the MSNP-treated group, the HMSNP-treated group being the second highest, and the lowest number being in the SNP100- and SNP50-treated groups compared to the nontreated control. The top 50 differentially expressed genes for the SNP treatment groups are provided as supplementary information (Supplementary document S1, Figures S1–S4). Among the top 50 most significantly differentially expressed genes, the Venn diagram shows the number of commonly and uniquely expressed genes between the treatment groups (Figure 3a,b). SNP100- and SNP50-treated groups showed the highest number of 29 commonly expressed genes among their top 50 differentially expressed genes. 

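Ranked by p in edgeR's quasi-likelihood test, the top 50 genes of the SNP100- and SNP50-treated groups shared 29 genes, of which 24 are among the genes that Table S1 lists for this pair. Ranked by DESeq2, 29 were shared and all of them are in Table S1. Both comparisons use the same 3 control libraries, so overlap arises without any effect. In 20 simulations of unchanged groups against controls with the spread of these, the top 50 genes of this pair shared a median of 34.5 genes (range 27 to 38), and with an even spread between libraries a median of 5 and at most 8. The simulation with an even spread was added after the first had been seen.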

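The top 50 genes of the HMSNP-treated group shared 5 genes with SNP100, 8 with SNP50 and 6 with MSNP, and SNP50 and HMSNP shared 5 when SNP50 replicate 3 or HMSNP replicate 1 was left out. SNP100 and MSNP shared 18 and SNP50 and MSNP 11. For unchanged groups against controls with the measured spread, the medians of the pairs with HMSNP were 35, 34 and 33 over 20 simulations, and with an even spread at most 12 genes were shared.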

The HMSNP-treated group showed the lowest number of common genes compared to the other treatment groups—specifically, five with SNP100 and the MSNP-treated group and six with the SNP50-treated group. The list of common genes between treatments is mentioned in Table S1 in Supplementary document S1. Three genes, Atf3, Pald1, and Pmp22, were common to all treatment groups. 

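Atf3, Pald1 and Pmp22 were the genes in the top 50 of all 4 treated groups. In the order SNP100, SNP50, MSNP and HMSNP, the ranks by p in edgeR's quasi-likelihood test were 10, 6, 8 and 22 for Atf3, 25, 45, 7 and 44 for Pald1 and 2, 8, 3 and 38 for Pmp22. Each of the 3 genes was called in all 4 treated groups with each library left out in turn. With only the 6 libraries of a comparison in the model, none of the 3 was called for SNP100 or SNP50.

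**Figure D3:**
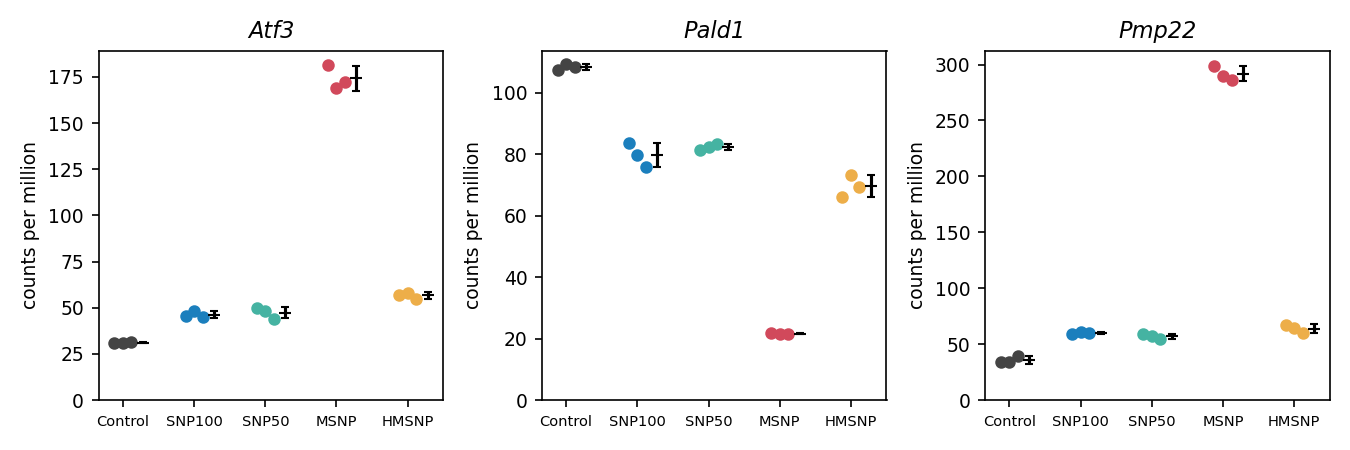
Normalized counts (CPM) of Atf3, Pald1 and Pmp22, with a point for each of the 3 libraries of a group and the mean and SD beside them. Atf3 and Pmp22 are higher and Pald1 lower than the nontreated controls in all 4 treated groups.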

An upset analysis of the upregulated and downregulated genes between each treatment group is provided in Supplementary document S1 (Figures S9 and S10).

### 3.3. Co-Expression Analysis

To check the co-expression of genes upon SNP saturation, we used weighted gene co-expression network analysis (WGCNA). Figure 4a displays the cluster dendrogram and the corresponding color-coded modules, illustrating the hierarchical clustering of genes based on their co-expression similarity. Figure 4b illustrates the individual samples and their correlation with the color-coded modules through the module–SNP relationship. Modules are highly interconnected gene clusters based on correlations. From the cluster dendrogram, the turquoise module is the most significant, followed by the blue module, which is the second most significant, with a lower vertical axis height and highly correlated and co-expressed genes. The module–SNP relationship revealed that the turquoise module exhibits a negative correlation with the control, SNP100-, SNP50-, and HMSNP-treated groups, whereas the MSNP-treated group shows a positive correlation. 

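The network was not refitted with WGCNA. The module genes that Supplementary document S3 lists under its pathway terms were used, which were chosen on these libraries and need not be the whole modules. The first principal component of the 268 tested turquoise genes had a mean of -0.745 ± 0.383 (SD, n = 3) in the nontreated controls, -0.279 ± 0.0456 in SNP100, -0.467 ± 0.0735 in SNP50, 1.88 ± 0.0945 in MSNP and -0.393 ± 0.0763 in HMSNP. These values are centred over the 15 libraries. Against the nontreated controls, the median log2 fold change of the same genes was 0.28 in SNP100, 0.16 in SNP50, 1.33 in MSNP and 0.19 in HMSNP, and 229, 205, 266 and 191 of them were higher. In edgeR, 48, 31, 254 and 51 were called upregulated in these groups, and 2, 9 and 26 were called downregulated in SNP100, SNP50 and HMSNP. In clusters formed afresh from the 2000 most variable genes, the largest held 712 genes and included 225 of the turquoise genes.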

On the contrary, the blue module showed a positive correlation with the control, SNP100-, SNP50-, and HMSNP-treated groups and a negative correlation with the MSNP-treated group. 

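For the 114 tested blue genes the first principal component was 0.836 ± 0.152 (SD, n = 3) in the nontreated controls, 0.36 ± 0.0841 in SNP100, 0.325 ± 0.0694 in SNP50, -1.89 ± 0.0254 in MSNP and 0.367 ± 0.0806 in HMSNP. Their median log2 fold changes against the controls were -0.26, -0.28, -1.59 and -0.26, and 112 were called downregulated in MSNP, 24 in SNP100, 28 in SNP50 and 43 in HMSNP, where 6 were called upregulated. Another 48 genes are listed for the brown module, and their first principal component had an SD of 2.13 among the 3 controls, set by Control replicate 3.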

Checking the related Hallmark pathways in Figure 5a, the turquoise module showed significance in the TNF-alpha via NF-kB pathway, mTORC1 pathway, inflammatory response, and IL-2/STAT5 signaling pathway. This indicates the MSNP-treated group has a positive correlation, while the others have a negative correlation with these pathways. Additionally, the blue module identified TNF-alpha via the NF-kB pathway, the TGF-beta pathway, and the inflammatory response pathway as the top significant pathways. 

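The turquoise genes that Supplementary document S3 assigns to TNF-alpha signaling via NF-kB were 25, with median log2 fold changes against the nontreated controls of 0.32 in SNP100, 0.15 in SNP50, 1.29 in MSNP and 0.26 in HMSNP, and 21, 21, 25 and 19 of them were higher. For the 20 inflammatory response genes the medians were 0.34, 0.19, 1.38 and 0.24, and for the 18 IL-2/STAT5 genes 0.21, 0.15, 1.32 and 0.19. The 18 mTORC1 genes had medians of 0.13, 0.02, 1.08 and -0.29, and in HMSNP 6 of them were higher than the controls and 9 were called downregulated.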

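Of the blue genes, 16 are assigned to TNF-alpha signaling via NF-kB, and their median log2 fold changes in SNP100, SNP50, MSNP and HMSNP were -0.39, -0.43, -2.20 and -0.28 against the nontreated controls. The 10 inflammatory response genes had medians of -0.69, -0.67, -2.40 and -0.30, and the 5 TGF-beta genes had medians of -0.34, -0.21, -2.03 and -0.21.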

Here, the control, SNP100-, SNP50-, and HMSNP-treated groups are positively correlated, while the MSNP-treated group is negatively correlated. This illustrates the concept that the MSNP-treated group is oppositely correlated with the other groups in terms of co-expression analysis. The turquoise module in the top significant KEGG pathway analysis (Figure 5b) showed a positive correlation between the MSNP-treated group and the mTOR pathway; a similar response was observed in the Hallmark analysis. It also showed a positive correlation with lysosomes in MSNP-treated samples, while the others were negatively correlated. 

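The 21 turquoise genes listed under the KEGG lysosome term had median log2 fold changes against the nontreated controls of 0.22 in SNP100, 0.16 in SNP50, 1.18 in MSNP and 0.11 in HMSNP, and 20, 17, 21 and 16 of them were higher. For the 14 genes listed under the KEGG mTOR term the medians were 0.38, 0.26, 1.55 and 0.23, with 13, 13, 14 and 11 higher.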

The names of the co-expressed genes in the associated Hallmark and KEGG pathway analyses with significance (*p*-value), adjusted *p*-value, and combined scores are mentioned in Supplementary document S3.

### 3.4. Hallmark and KEGG Pathway Analyses

Molecular Signature Database Hallmark pathway analysis was conducted to identify positively and negatively enriched pathways in the SNP treatment groups (Figure 6). The analysis showed TNF-alpha signaling via the NF-κb pathway in all four SNP-treated groups compared to the control. 

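A fixed list of NF-kB target genes was tested in each group with camera at an inter-gene correlation of 0.01, which compares the mean statistic of the listed genes with that of the other genes and can differ in sign from their median, with Benjamini-Hochberg adjustment over 42 tests of 7 lists in 6 comparisons. The list had 31 tested genes, of which 19 are listed under a term in the parts of Supplementary documents S2 and S3 used here, and the other 12 had a median log2 fold change of 0.15 in HMSNP and -0.05 in MSNP. Over the whole list the median was 0.22 in HMSNP (camera adjusted p = 3.13e-07), with 23 genes higher and 8 lower, and 10 called upregulated and 1 downregulated, or 15 called when adjusted over the list alone. In MSNP the median was -0.09 (camera adjusted p = 0.396), with 8 genes called upregulated and 9 downregulated. In SNP100 and SNP50 the medians were -0.02 and -0.02 (camera adjusted p = 0.401 and 0.953). In 2 or 3 of these genes, depending on the comparison, at least 1 group had no library above 3 counts. With such genes at their bound, or left out where both groups were at this floor, the medians were 0.25 in HMSNP, -0.11 in MSNP, -0.01 in SNP100 and 0.00 in SNP50. Under fry, and under camera with an estimated correlation, the call in HMSNP held, and fry also called MSNP, as higher, although the median there was below 0. With the estimated correlation of 0.0928, camera's adjusted p in HMSNP was 0.0322. Estimated correlations were above 0.01 for every list but p53 targets. Camera's p values at the preset 0.01 therefore overstate the evidence from genes that move together. The median in HMSNP was 0.34 without Control replicate 2, and in MSNP it was -0.04 without Control replicate 1.

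**Figure D4:**
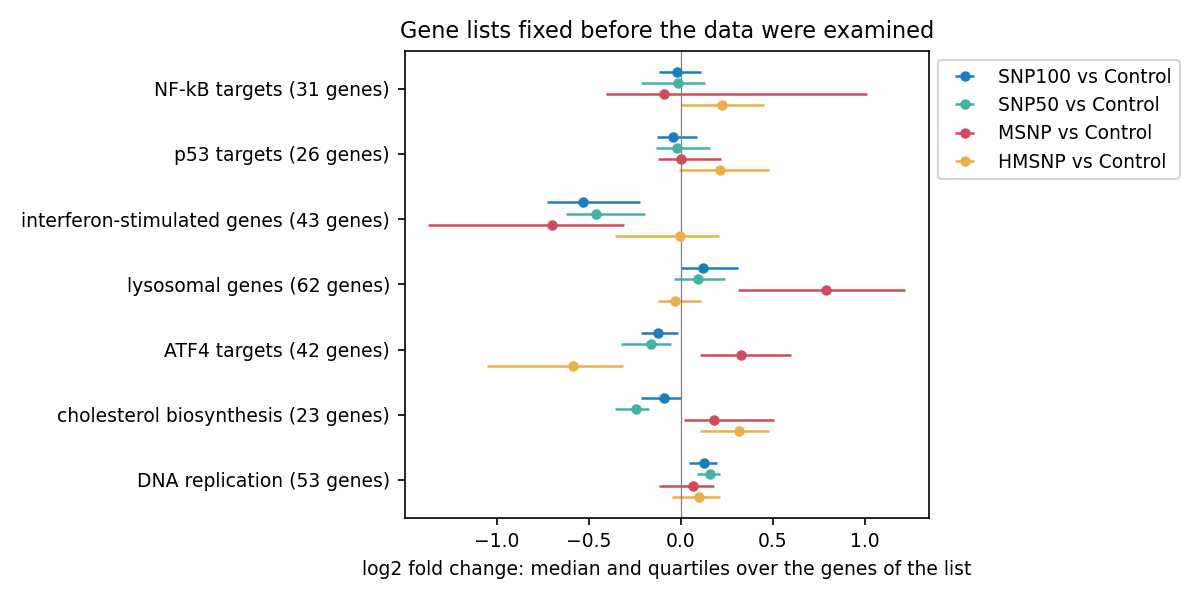
Median log2 fold change of 7 gene lists fixed in advance, in each treated group against the nontreated controls, with bars from the lower to the upper quartile of the genes. The NF-kB targets have a median of 0.22 in HMSNP and -0.09 in MSNP.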

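Supplementary document S2 lists the Hallmark genes behind each term, and the lists were used for SNP100, SNP50 and MSNP, since those of HMSNP were not analysed here. For TNF-alpha signaling via NF-kB in SNP100, 9 of the 13 genes listed as upregulated and 7 of the 17 listed as downregulated were called in edgeR, with median log2 fold changes of 0.45 and -0.38. In SNP50 5 of 9 and 17 of 23 were called, with medians of 0.42 and -0.40, and in MSNP 52 of 53 and 63 of 66, with medians of 1.06 and -1.01. The 126 genes listed for the term anywhere in the parts of Supplementary documents S2 and S3 used here had a median of 0.05 in HMSNP, where 73 were higher and 53 lower than in the nontreated controls and 23 were called upregulated and 12 downregulated. Being chosen on these libraries, the listed genes are not independent evidence.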

The MSNP-, SNP100-, and SNP50-treated groups showed both upregulation and downregulation of the pathways; however, the HMSNP-treated group showed only the upregulation of the pathway. Additionally, the p53 pathway was upregulated in SNP100-, SNP50-, and MSNP-treated groups and downregulated in the HMSNP, MSNP, and SNP100 groups. 

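Of the genes that Supplementary document S2 lists for the p53 pathway, 5 of 10 were called upregulated and 6 of 15 downregulated in SNP100, 6 of 8 and 10 of 16 in SNP50, and 50 of 53 and 48 of 52 in MSNP. The 109 genes listed for this pathway in either document had a median log2 fold change of -0.02 in HMSNP, with 10 called upregulated and 13 downregulated. A separate list of 26 tested p53 targets, of which 12 are among the genes listed in these documents, had a median of 0.21 in HMSNP (camera adjusted p = 1.2e-07), with 19 genes higher and 7 lower, and 14 called when adjusted over the list alone. Its medians were 0.00 in MSNP (camera adjusted p = 0.234), -0.04 in SNP100 (0.612) and -0.02 in SNP50 (0.776). The 14 targets not listed there had a median of 0.24 in HMSNP. The call in HMSNP held under fry and under an estimated correlation, where camera's adjusted p was 0.000984.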

The mTORC1 pathway was upregulated in the porous MSNP and HMSNP groups, but not in the nonporous SNP100 and SNP50 groups, although it was downregulated in the HMSNP, SNP100, and SNP50 groups. 

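Of the mTORC1 genes that Supplementary document S2 lists as upregulated, 5 of 8 were called in SNP100 and 1 of 6 in SNP50, and of those listed as downregulated 4 of 13 and 19 of 28 were called. In MSNP 59 of the 67 upregulated genes in the part of the list used here were called, with a median log2 fold change of 0.41, and 28 of 28 listed as downregulated, with a median of -0.50. The 111 genes listed in either document had medians of -0.08 in SNP100, -0.13 in SNP50, 0.26 in MSNP and 0.00 in HMSNP, where 21 were called upregulated and 28 downregulated.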

The inflammatory response pathway was upregulated in the HMSNP- and SNP100-treated groups and downregulated in the MSNP-treated group. 

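Of the inflammatory response genes listed in Supplementary document S2, 3 of 10 were called upregulated and 7 of 11 downregulated in SNP100, 11 of 16 downregulated in SNP50, and 42 of 44 upregulated and 48 of 49 downregulated in MSNP. The 96 genes listed for this response in Supplementary documents S2 and S3 had median log2 fold changes of -0.02 in SNP100, -0.09 in SNP50, -0.31 in MSNP and 0.17 in HMSNP, and in HMSNP 19 were called upregulated and 6 downregulated.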

The interferon gamma pathway was upregulated in the HMSNP group and downregulated in all other groups.

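A fixed list of 43 tested interferon-stimulated genes, of which 29 are listed under a term in Supplementary documents S2 and S3, had a median log2 fold change of -0.53 in SNP100 (camera adjusted p = 2.97e-26), with 39 of 43 genes lower, and of -0.46 in SNP50 (1.19e-23), with 38 lower. In MSNP the median was -0.70 (1.21e-08), with 37 lower and 28 called downregulated. In HMSNP it was 0.00 (0.619), with 21 genes higher and 22 lower, 1 called upregulated and 2 downregulated. When adjusted over the list alone, 24, 23, 34 and 7 genes were called in SNP100, SNP50, MSNP and HMSNP. The 14 genes not listed there had medians of -0.26, -0.39, -0.32 and 0.17. The calls in SNP100 and SNP50 held under fry and under an estimated correlation, and that in MSNP under fry only. With estimated correlations, camera's adjusted p was 0.00353 in SNP100, 0.00433 in SNP50 and 0.0548 in MSNP. The 94 genes that Supplementary documents S2 and S3 list for the interferon gamma response had medians of -0.20, -0.14, -0.49 and 0.05 in the same order. In HMSNP, whose own lists were not used, 11 of the 94 were called upregulated and 5 downregulated.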

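The parts of Supplementary documents S2 and S3 used here list 14 genes under the KEGG TNF term, and the KEGG sheet for MSNP was not used. These 14 genes had a median log2 fold change of -0.07 in MSNP, where 6 were called upregulated and 5 downregulated, and of -0.20 in SNP100 and -0.26 in SNP50.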

KEGG pathway analysis (Supplementary document S1, Figure S11) also showed that TNF-alpha signaling was downregulated in the MSNP-treated group. Also, strong lysosomal upregulation was seen in the MSNP-treated group. 

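A fixed list of 62 tested lysosomal genes had a median log2 fold change of 0.79 in MSNP (camera adjusted p = 1.59e-53), with 59 genes higher, 47 called upregulated and 2 downregulated, or 52 called when adjusted over the list alone. Of these genes, 42 are in Table S1, in Table S2 or under a term in Supplementary documents S2 and S3, and the other 20 had a median of 0.24 in MSNP. Over the whole list the medians were 0.12 in SNP100 (camera adjusted p = 7.03e-15), with 46 genes higher, and 0.09 in SNP50 (1.82e-08), with 41 higher. The 20 genes not listed had medians of 0.043 in SNP100 and -0.0036 in SNP50. The paper's lists were chosen on these same libraries, which by itself lowers the change in the genes left over. These medians therefore cannot show whether the increase is confined to the listed genes. In HMSNP the median was -0.03 (0.944), with 29 higher and 33 lower, and the largest move on leaving out 1 library was to 0.02 without Control replicate 3. Tested directly, HMSNP against MSNP had a median of -0.90. The calls in MSNP, SNP100 and SNP50 held under fry and under an estimated correlation. With estimated correlations, camera's adjusted p was 5.7e-05 in MSNP, 0.00353 in SNP100 and 0.0156 in SNP50.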

Although there are multiple other disease-related pathways, positive and negatively enriched, the focus of this manuscript is particularly on the inflammatory and apoptotic pathways. The enrichment analysis in the Hallmark and KEGG pathways, including the names of the genes, significance values (*p*-values), adjusted *p*-values, and combined scores, is included in Supplementary Document S2.

### 3.5. Th1/Th2 Cytokine Analysis

Th1/Th2 cytokine panel analysis was performed (Figure 7) to check the influence of SNP treatment on the M1/M2 polarization of RAW 264.7 cells. IFN-γ, IL-4, IL-5, IL-6, IL-12p70, and TNF-α cytokine levels in the cell culture media upon 6 h of SNP treatment were checked. Except for TNF-α, the levels of the other cytokines were below the lowest background value, which was undetectable in the cell culture media. TNF-α levels showed a significant increase in the TNF-α production in all the treated groups, with 9.36 ± 0.57 pg/mL, 15.82 ± 0.34 pg/mL, 39.92 ± 4.54 pg/mL, 34.69 ± 6.42 pg/mL, and 18.93 ± 0.61 pg/mL for the control, SNP100-, SNP50-, MSNPs-, and HMSNP-treated groups, respectively. The presence of IFN-γ, IL-5, IL-6, and IL-12p70 in the positive control confirmed the system’s validity.

## 4. Discussion

There is a lack of in-depth research on immune cell saturation by nanocarriers for drug delivery applications. In our recently published study, we saturated RAW 264.7 macrophages with SNPs of varying physicochemical properties (the same SNPs used in this study) to observe the effects of size, porosity, density, and composition on the survival and functions of the saturated macrophages [18]. We demonstrated that at non-toxic concentrations, SNPs do not induce any visible effects on apoptosis/necrosis, cell cycle phase distribution, or membrane integrity, as assessed using functional biological assays [18]. We also observed that the SNPs increased the CD80 M1-type surface marker in all treatment groups compared to non-treated controls over time, without interfering with the cells’ phagocytic activity [18]. For the HMSNP-treated cells, this increase in phagocytic activity was evident upon SNP saturation [18]. Therefore, in the current study, we aimed to investigate molecular-level changes in macrophages induced by SNP saturation as a function of physicochemical properties.

We examined the global gene expression changes following SNP treatment at 6 h of saturation time (Figure 8). Although gene expression levels can change significantly depending on incubation time, this study focused on the early changes in gene expression levels upon SNP saturation. The PCA plot, volcano plots, overall gene expression heatmap, and number of upregulated and downregulated genes indicated that SNP100- and SNP50-treated groups have a similar overall effect on the cells, with 15 and 14 genes identified as having more than a twofold change, respectively. We analyzed the common and unique genes in different groups using two approaches: the top 50 differentially expressed genes with the highest significance level and the genes that showed a change of twofold or greater compared to the nontreated controls, since genes with less than a twofold change might not correlate with physiological significance [26]. SNP100- and SNP50-treated groups also showed that 58% of their top 50 significant differentially expressed genes were commonly expressed. The remaining 42% of the unique genes expressed resulted from the effects of the two variables, size and nanoparticle concentration. The effect of concentration is larger than size, as previous studies have also shown that there were minimal changes in the gene expression profile due to nanoparticle size at a similar concentration [20]. 

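With a fitted change of at least 2-fold in the same direction, 13 genes were shared by the SNP100- and SNP50-treated groups, 16 by SNP50 and MSNP, 2 by SNP100 and HMSNP, 1 by SNP50 and HMSNP and 69 by MSNP and HMSNP. Simulated unchanged groups against controls with the measured spread shared at most 10, 9, 9, 11 and 7 genes in these pairs, and 0 with an even spread. Counted in either direction, SNP100 and SNP50 shared 9 genes without SNP50 replicate 1, which is within the simulated range, and 23 without Control replicate 3. SNP50 and HMSNP shared 15 without Control replicate 3, against a simulated maximum of 11 with all libraries.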

For the genes with more than a twofold change, the SNP100- and SNP50-treated groups showed the highest similarity, with 9 common genes out of 15 and 14 common genes for the SNP100- and SNP50-treated groups, respectively. This also validates that nanoparticle size had a minimal impact on gene expression. 

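Called genes were also compared over the whole range. The SNP100- and SNP50-treated groups shared 59 upregulated and 67 downregulated genes in edgeR. Pairs of simulated unchanged groups shared up to 117 and 85 when the controls had their measured spread, and up to 1 and 0 with an even spread. The log2 fold changes of this pair correlated across genes with r = 0.762, against a median of 0.916 in the simulations with the measured spread and 0.492 in those with an even spread, so that neither matches the pair. The dose differed between these groups, so that size and dose change together. From the genes with more than a 2-fold change that the groups have in common, the paper concludes that nanoparticle size had little impact on gene expression.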

Between the SNP100- and MSNP-treated groups, 19 common genes (38%) and 31 unique genes (62%) were found in their top 50 differentially expressed genes. Since the size of these SNPs was similar, the difference in gene expression resulted from changes in porosity and the nanoparticle concentration used. Additionally, there are 13 common genes with twofold or greater change in both groups (13 out of 15 for SNP100, and 13 out of 910 for MSNP). 

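Between SNP100 and MSNP, 19 genes changed at least 2-fold in the same direction, against at most 8 between simulated unchanged groups. The number was 11 without SNP100 replicate 2 and 38 without Control replicate 2. Among all called genes, 98 were upregulated and 69 downregulated in both groups, and 3 were downregulated in SNP100 and upregulated in MSNP. The simulated unchanged groups shared up to 112 upregulated and 97 downregulated genes with the measured spread of the controls.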

A previous study showed that, at a similar concentration and incubation time, nonporous Stober 500 nm and mesoporous 500 nm SNPs share 63–70% of commonly expressed genes, with twofold changes or more [19]. This indicates that there are some common genes being differentially expressed in any SNP-treatment, just as in a foreign nanoparticle administration. However, in the case of porous nanoparticles and increased administered concentration, the number of differentially expressed genes increases. As a result, at an equitoxic concentration and incubation time (MSNPs have a higher equitoxic concentration than SNP100), both porosity and concentration contributed to the change in gene expression. The SNP50- and MSNP-treated groups shared 12 common genes (24%) in the top 50 genes, which is fewer than the SNP100- vs. MSNP-treated groups (38%), as these two groups differ in three parameters: size, porosity, and concentration. This supports the notion that size contributes to the change in gene expression; however, it contributes less compared to porosity and concentration. The HMSNP-treated group showed only 5–6 (10–12%) genes in common with the other treatment groups, indicating the profound impact of nanoparticle composition (density and surface composition) in the top 50 differentially expressed genes. SNP50 and SNP100 had a lower equitoxic concentration, indicating a lower number of nanoparticles administered compared to MSNP- and HMSNP-treated cells, which had four to eight times higher equitoxic concentrations involving a higher number of nanoparticles in the system. A higher number of nanoparticles indicates more cell–nanoparticle interactions and hence a higher gene expression alteration based on the results observed. As for the non-toxic concentrations for MSNPs and HMSNPs, although equal, HMSNPs have a very low density and a distinct surface composition, which could potentially slow nanoparticle uptake in cells and result in lower cell–nanoparticle interactions than the MSNPs. This could result in a relatively lower number of differentially expressed genes and genes with a twofold change in the HMSNP-treated group compared to the MSNP-treated group. However, the overlap analysis plots (Supplementary document S1, Figures S9 and S10) in MSNP- and HMSNP-treated groups show very significant overlaps (1272 upregulated genes and 1656 downregulated genes) in both the treatment groups, which shows that a similar porous surface, size, and concentration contributed to the overlaps in these two treatments. 

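The paper's overlap numbers stand on bars that Figures S9 and S10 mark for HMSNP against MSNP alone. Counted in that way, DESeq2 gave 1264 upregulated and 1642 downregulated genes. Genes called in both porous groups against the controls are a different count, not comparable with the paper's. In edgeR, 266 genes were upregulated and 272 downregulated in both the MSNP- and the HMSNP-treated groups. Pairs of simulated unchanged groups shared at most 113 and 89 with the measured spread of the controls, and 1 and 0 with an even spread. In opposite directions, 68 genes were upregulated in MSNP and downregulated in HMSNP, and 57 the reverse. Without Control replicate 2 the shared counts were 1499 and 1352, and without HMSNP replicate 2 and without HMSNP replicate 1 they fell to 120 upregulated and 147 downregulated genes. DESeq2 gave 479 and 480.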

The HMSNP-treated group showed more unique genes expressed compared to SNP100-, SNP50-, and MSNP-treated groups in the top 50 genes, which also indicated that surface compositions can significantly dominate the gene expression changes and associated pathways more than size and porosity. A recent study showed that surface-modified gold nanoparticles differentially expressed genes via functional annotations and weighted gene correlation network analysis in two different human cell lines [27]. Surface modification techniques, including surface charge, surface coating, and composition, dictate protein binding, electrostatic interactions with the cell membrane, and the cellular uptake rate, thereby affecting cell–nanoparticle interactions and corresponding gene expression changes [27], as observed here also.

As mentioned in the results, three genes among the top 50 differentially expressed genes were common in all the treatment groups. Activating transcription factor 3, also known as Atf3, functions as a hub of adaptive responses in cells, which is also linked to multiple immune signaling pathways, including NF-κB, p53, JNK, etc. [28]. An upregulation of Atf3 was found in all the treatment groups, which indicates a stress-induced cellular behavior and prevention of the system from immune overreaction. Additionally, the Pmp22 gene, which is responsible for a complex mechanism regulating the actin skeleton, cell adhesion, migration, and growth, was found to be upregulated in all treatment groups compared to controls [29]. This indicates the involvement of a gene related to the phagocytic uptake of nanoparticles by macrophages, facilitated by integrins and actin cytoskeleton remodeling [30,31]. 

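Atf3 (ENSMUSG00000026628, chromosome 1, 190902493 to 190950241 of GRCm39) had 31.2 ± 0.384 CPM (SD, n = 3) in the nontreated controls. It had 46.3 ± 1.87 CPM in SNP100, a log2 fold change of 0.57 (standard error 0.0647, adjusted p = 0.000684 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 47.3 ± 2.94 CPM in SNP50 (0.60, standard error 0.0648, adjusted p = 0.000477). In MSNP it had 174 ± 6.59 CPM (2.48, standard error 0.0672, adjusted p = 2.63e-12), and in HMSNP 56.7 ± 1.75 CPM (0.86, adjusted p = 1.49e-06). With 1 library left out in turn, the log2 fold change stayed between 0.54 and 0.59 in SNP100, and between 0.58 and 0.64 in SNP50.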

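Pmp22 (ENSMUSG00000018217, chromosome 11, 63019718 to 63050600 of GRCm39) had 35.9 ± 3.37 CPM (SD, n = 3) in the nontreated controls, 60.2 ± 1.08 in SNP100, 57 ± 2.02 in SNP50, 292 ± 6.65 in MSNP and 64 ± 3.78 in HMSNP. The log2 fold changes were 0.75, 0.67, 3.02 and 0.83, with standard errors of 0.0726, 0.0727, 0.0771 and 0.0727. Their adjusted p values from edgeR were 4e-04, 0.000477, 2.63e-12 and 6.46e-06.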

The third gene, Pald1, is responsible for encoding paladin, a membrane protein responsible for endosomal trafficking and VEGFR2 internalization [32]. Though their behavior in macrophages has not been studied extensively, its expression might indicate the dynamics involved in SNP internalization in the cells compared to the nontreated cells.

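Pald1 (ENSMUSG00000020092, chromosome 10, 61155435 to 61219545 of GRCm39) was lower than in the nontreated controls in every treated group. It had 108 ± 0.907 CPM (SD, n = 3) in the controls, 79.7 ± 3.8 in SNP100, 82.4 ± 0.919 in SNP50, 21.7 ± 0.0858 in MSNP and 69.5 ± 3.55 in HMSNP. The log2 fold changes were -0.44, -0.39, -2.32 and -0.64, with standard errors of 0.059, 0.059, 0.0625 and 0.0592, and edgeR's adjusted p values were 0.00186, 0.00392, 2.63e-12 and 1.19e-05.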

We focused on the pathways that are associated with the immunotoxicity of macrophages following SNP exposure. Using a gene-centric approach, WGCNA was first employed to identify co-expressed genes contributing to biological processes and toxicity pathways. Additionally, database resources such as Hallmark (MSigDB) and KEGG pathway analysis were utilized to corroborate the findings of the WGCNA analysis. The top significant Hallmark pathways from co-expression analysis showed the pro-inflammatory/stress-response (TNF-alpha via NF-kB pathway, TGF-beta signaling) [33,34], metabolic/cell growth (mTORC1 pathway) [35], inflammatory pathway (inflammatory response), and cytokine signaling–immune activation (IL-2/STAT5 pathway) [36] as the top significant pathways. As discussed in the results, the MSNP-treated group correlates oppositely with the other treatment groups, and SNP100-, SNP50-, and HMSNP-treated groups show a similar correlation to the nontreated controls. However, all the groups differ in their significance level, which also indicates the physicochemical property-dependent cellular response.

TNF-alpha signaling influenced by SNP exposure was previously reported in the literature, and it is common as a pro-inflammatory and stress response mechanism upon nanoparticle exposure [19,37]. Additionally, it is also a strong indication for macrophages with M1-type polarization behavior. Previously, we observed increased CD80 expression, a marker for M1-type polarization in response to SNPs, which confirms the involvement of TNF-alpha via the NF-kB pathway [18]. However, the negative correlation of TNF-alpha via the NF-kB pathway also indicates a set of genes regulating the pathway. The literature showed the complex behavior of the NF-kB pathway and the self-regulating behavior in macrophages [38,39]. Using a predefined supervised database resource, Hallmark and KEGG pathway analyses were employed to explore the SNP-induced macrophage behavior upon saturation. First, upregulation of TNF-alpha signaling via the NF-kB pathway was observed in all the treatment groups, and downregulation of the pathway was also observed in all the groups except the HMSNP-treated group, which largely corroborates the finding from the WGCNA analysis.

The MSNP-treated group also showed a positive mTOR1 correlation in WGCNA analysis, indicating increased cell growth and proliferation in the treatment, which was also noticed in previous studies involving mesoporous silica nanoparticles [40,41]. Hallmark pathway analysis also confirmed that the mTORC1 signaling pathway was upregulated in the MSNP-treated group and the HMSNP-treated group and downregulated in the HMSNP-, SNP100-, and SNP50-treated groups. This indicates SNP100 and SNP50-treated groups tend to conserve energy, recycling, and repair, which might not promote growth, while the MSNP-treated group promotes cell growth and metabolism [35]. The KEGG pathway analysis (Figure 5b) revealed significant lysosomal activation in the MSNP-treated group, which was also reported before in MSNP-treated macrophages [20]. Previous reports also showed that the lysosomal upregulation of the MSNP-treated group is connected with mTORC1 upregulation since lysosomal acidification due to degradable MSNPs can activate mTOR serine/threonine protein kinase, leading to the activation of the mTORC1 signaling pathway [41]. The HMSNP-treated group showed both upregulation and downregulation of the pathway, indicating a more controlled cell growth and metabolism behavior via a feedback mechanism. A reason might be the lower density of HMSNPs compared to MSNP, which possibly indicates that a longer incubation time with HMSNP might also show similar behavior to the MSNP-treated group. Overall, the modulation of the mTORC1 pathway suggests that porous SNPs tend to upregulate the pathway while promoting growth, whereas non-porous SNPs do not exhibit this behavior.

The inflammatory response Hallmark pathway is a broad immune response that includes all the pathways involved in the different treatment groups. Additionally, downregulation of the interferon gamma pathway in the same groups also confirms the regulation of M1-type proinflammatory behavior. Though RAW 264.7 cells do not secrete interferon gamma, downregulation of the interferon gamma pathway signifies the downregulation of genes that are also involved in interferon gamma signaling pathways [36]. Another important pathway involved in the analysis was the p53 pathway, which also has a broad range of functions known as the guardian of the genome stress pathway [42]. The HMSNP-treated group showed downregulation, and the SNP50-treated group showed upregulation; the MSNP and SNP100-treated groups showed both up- and downregulation. Upregulation of the p53 pathway is closely related to the stress response and repair mechanism in the cells caused by nanoparticle uptake [43]. The SNP50-treated group indicates an upregulation of the pathway, which indicates the stress response, damage, and repair mechanisms in the cells, consistent with previous observations that SNP50 showed higher cytotoxicity at a lower maximum nontoxic concentration [18], which may correlate with p53 pathway activation. Both up- and downregulation of the p53 pathway in the mesoporous and SNP100-treated groups indicate an initial stress and damage response, which is quickly followed by a resolution mechanism.

The KEGG pathway analysis showed pathways involved in the disease mechanism, which was not a focus of this particular study. The key finding from KEGG pathway analyses was the upregulation of lysosomal pathways in the MSNP-treated group. Gene ontology analyses (Supplementary Figures S12 and S13) for biological processes also showed a strong upregulation in vesicle-mediated transport (GO:0016192), lytic vacuole organization (GO:0080171), and lysosomal transport (GO:0007041) processes, indicating increased lysosomal stress, trafficking, and endocytosis in the MSNP-treated group, leading to the lysosomal activation pathway.

On the whole, the four SNP-treated groups showed a complex macrophage signaling response based on their physicochemical properties at equitoxic doses. SNP100- and SNP50-treated groups show similar responses with TNF-alpha via NF-kb up and downregulation, interferon gamma downregulation, and mTORC1 signaling downregulation for both groups, which suggests that both the SNPs show a pro-inflammatory response with a negative regulatory feedback mechanism, as well as suppressed cell growth and metabolism. The p53 pathway up- and downregulation for SNP100, and only upregulation for the SNP50-treated group, suggest that the macrophages have more damage or more of a stress response upon SNP50 than SNP100, which also strengthens the idea that smaller nanoparticles have a more toxic response. Mixed TNF-alpha signaling via the NF-kb and p53 pathways, with a strong mTORC1 pathway upregulation, suggests the MSNP-treated group promotes the regulation of inflammation while promoting cellular growth, indicating the particle might pose a risk towards oncogenic transformation. The HMSNP-treated group suggests an immunostimulatory effect with a mixed mTORC1 response, with TNF-alpha via NF-kb upregulation and p53 pathway downregulation.

The Th1/Th2 cytokine panel analysis from the cell culture supernatant showed mostly increased TNF-alpha secretion upon treatment compared to the nontreated control, which suggests a proinflammatory response common for most nanoparticle treatments. M1 polarized macrophages also secrete high levels of IL-6 and IL-12 [44,45]. However, the absence of IL-6 and IL-12p70 in the treatment groups suggests only acute pro-inflammatory behavior without strong systemic inflammatory activation and a more controlled response. Usually, RAW 264.7 cells do not produce IL-4, IL-5, and IFN-γ, which were visible in the cytokine panels and validate the results from the cytokine analysis. The overall Th1/Th2 cytokine panel analysis also corroborates the pathway analysis, showing mostly a regulated M1 macrophage response, not involving severe inflammation upregulation or associated cellular damage. This study highlights the early molecular-level immune response of macrophages upon SNP saturation. Time-dependent changes and protein level fluctuations warrant further exploration in future studies.

## 5. Conclusions

The major findings of this study showed that gene expression alterations in SNP-saturated macrophages are mostly due to changes in nanoparticle porosity and surface composition rather than size. The overall pathway analyses showed a feedback mechanism regulating the TNF-alpha via NF-kB signaling, mTORC1 signaling, and p53 pathways in the SNP-treated macrophages. The Th1/Th2 cytokine panel analyses showed that all SNPs at their equitoxic saturation concentrations did not affect cytokine levels, except for a TNF-alpha increase, indicating an acute proinflammatory response. The differences among the treatment groups indicate the need to optimize the dose, duration, and physicochemical properties of the SNPs for specific systemic delivery applications.

## Figures and Tables

**Figure 1:**
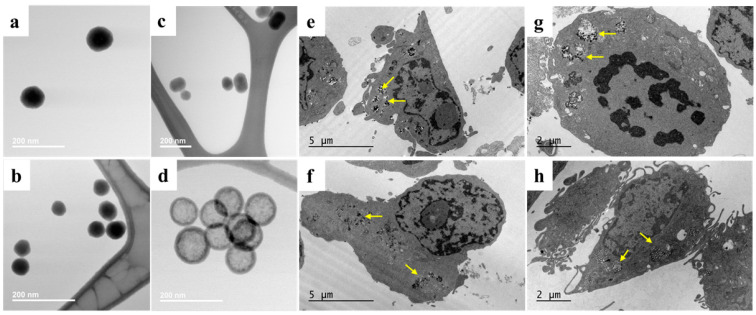
Transmission Electron Microscopy images of (**a**) SNP100, (**b**) SNP50, (**c**) MSNPs, and (**d**) HMSNPs. Images show the internalization of the SNPs in RAW 264.7 cells: (**e**) SNP100, (**f**) SNP50, (**g**) MSNPs, (**h**) HMSNPs via TEM imaging. The cells were treated with SNPs at respective maximum nontoxic doses, and no visual cellular damage was observed. The yellow arrows indicate the particles inside the cells.

**Figure 2:**
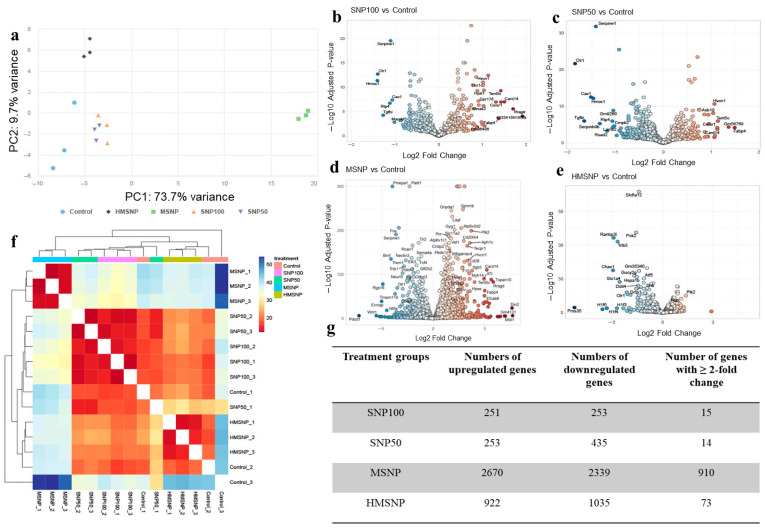
Gene expression changes in the SNP-saturated macrophages. (**a**) Principal Component Analysis (PCA) plot showing the variances between different treatment groups. Volcano plots showing the changes in the gene expression profile upon SNP saturation: (**b**) SNP100 vs. control, (**c**) SNP50 vs. control, (**d**) MSNP vs. control, (**e**) HMSNP vs. control. High-resolution images are presented in Supplementary document S1 (Figures S5–S8). (**f**) Gene expression heatmap showing the overall gene expression differences. (**g**) The table shows the number of upregulated and downregulated genes (padj < 0.05), with the number of genes with more than a twofold change compared to the nontreated control.

**Figure 3:**
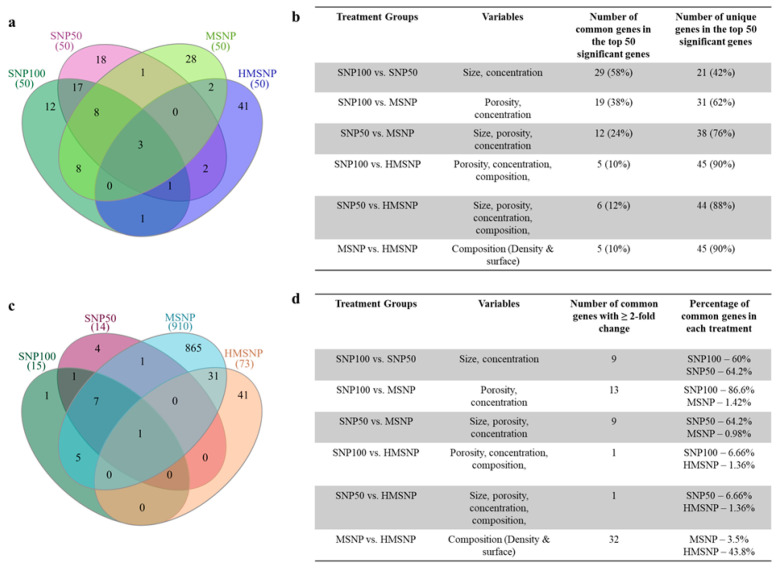
(**a**) The Venn diagram shows the common and unique genes between different treatment groups in their top 50 most significant (based on padj-value) genes. The Venn diagrams were generated using InteractiVenn, a web-based online tool [25]. (**b**) The table shows the number of common and unique genes between different treatment groups in their top 50 most significant genes. (**c**) The Venn diagram shows the common genes between different treatment groups for genes with ≥2-fold change (based on fold change). (**d**) The table shows the number of common genes between different treatment groups for genes with ≥2-fold change.

**Figure 4:**
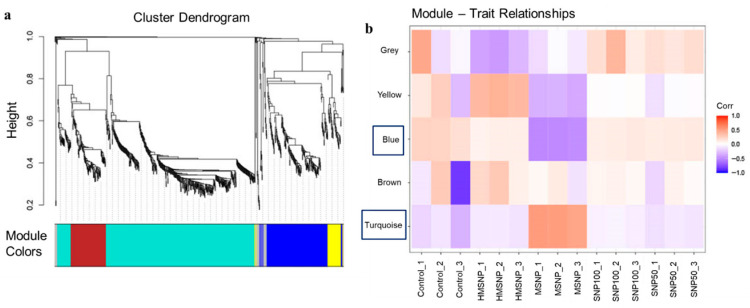
(**a**) Weighted gene co-expression network analysis-derived cluster dendrogram; (**b**) module–trait relationship, which shows the correlation of different treatment groups and gene interaction from a gene-centric approach. Blue and Turquoise modules are highlighted for being the most significant ones.

**Figure 5:**
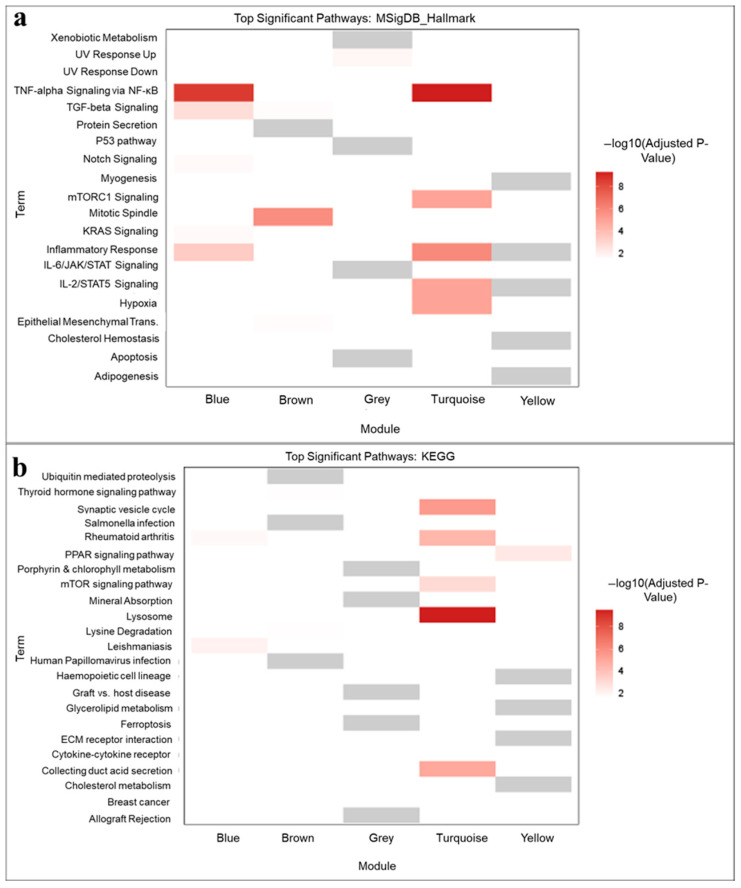
(**a**) Hallmark analyses based on WGCNA showing the correlation with significant Hallmark pathways; (**b**) KEGG analyses based on WGCNA showing the correlation with significant KEGG pathways. The red boxes show the correlation with the modules and respective pathways, as indicated by a significance level of −log10 *p*-value. Grey boxes are not statistically significant.

**Figure 6:**
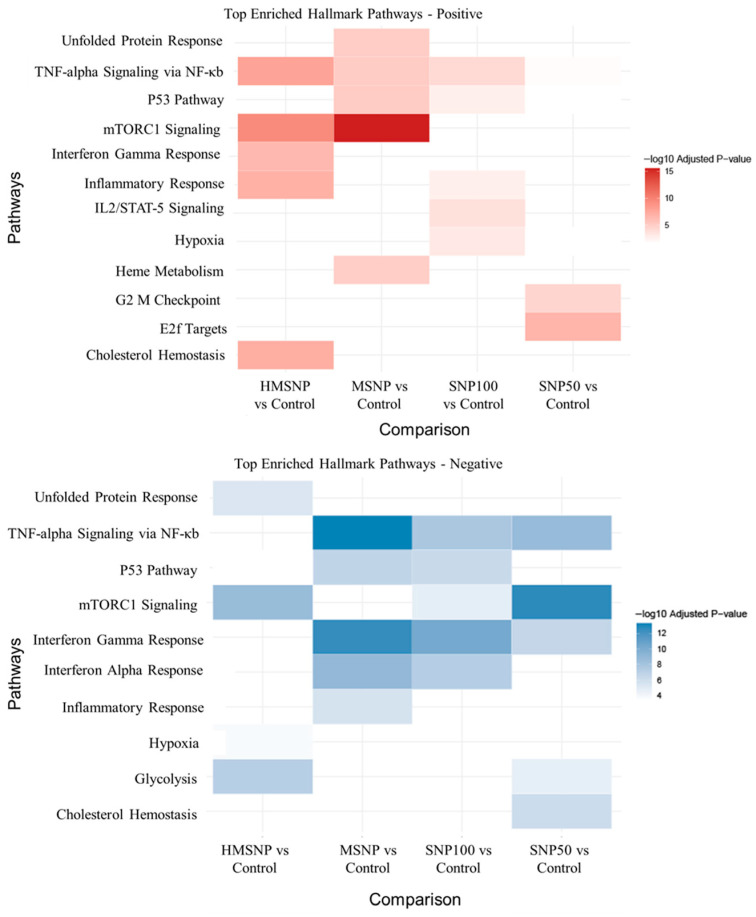
Hallmark pathway analyses show upregulation and downregulation of several immune pathways in the SNP-treated groups compared to nontreated controls. The scales are according to the −log10 adjusted *p*-value.

**Figure 7:**
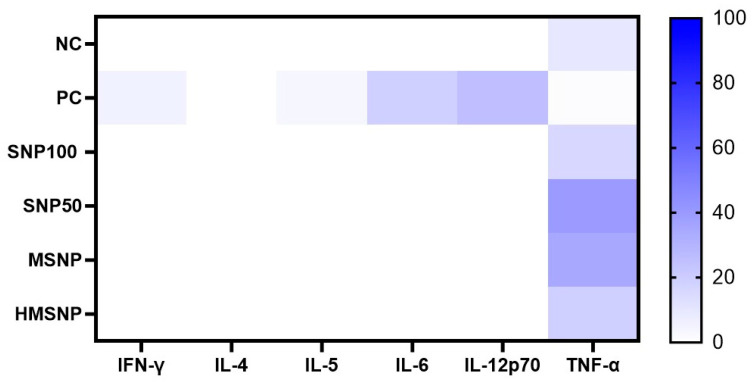
Cell-secreted cytokine responses after 6 h of SNPs treatment via 6-plex Th1/Th2 cytokine panel analysis. Three independent experiments were performed, with three repeats for each sample, and the results were analyzed. Human patient blood serum was used as a positive control to validate the system.

**Figure 8:**
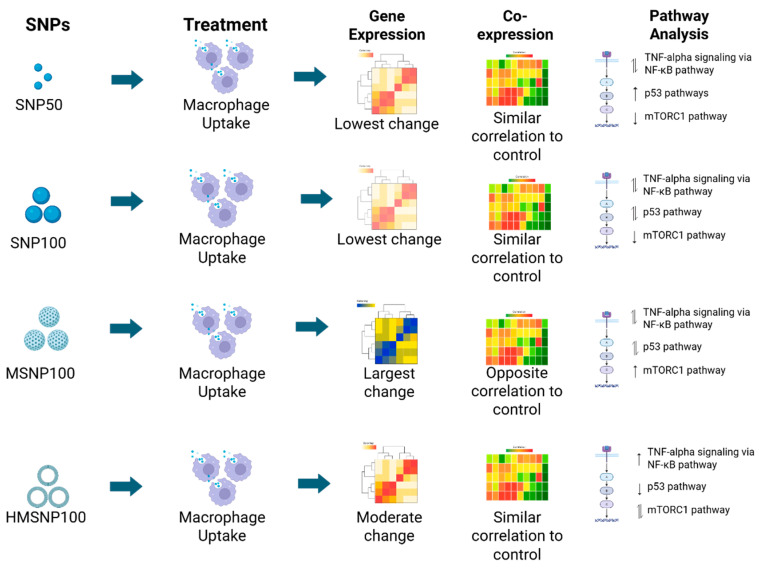
Schematic showing the SNP treatments and their corresponding changes in the gene expression level, co-expression of genes, and associated pathways. The heatmaps and pathway figures in the schematic show the main concepts only and were created in BioRender. Saha, S. (2025) https://BioRender.com/6uoytbc (accessed on 3 December 2025).

## Data Availability

The data are deposited in Gene Expression Omnibus [Gene Expression Omnibus] [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE312613] (accessed on 3 December 2025) [GSE312613].

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/pharmaceutics18030344/s1, Supplementary Document S1: Figure S1: Top 50 gene expression heatmap SNP100 vs. control; Figure S2: Top 50 gene expression heatmap SNP50 vs. control; Figure S3: Top 50 gene expression heatmap MSNP vs. control; Figure S4: Top 50 gene expression heatmap HMSNP vs. control; Table S1: Common genes between treatments in their top 50 significant differentially expressed genes; Table S2: Top 15 genes in each treatment group with 2-fold change; Figure S5. Volcano plot showing the significant differentially expressed genes in SNP100-treated groups vs. control; Figure S6. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control; Figure S7. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control; Figure S8. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control; Figure S9. Overlap analysis of upregulated genes in different treatment groups; Figure S10. Overlap analysis of downregulated genes in different treatment groups; Figure S11. KEGG pathway analyses show upregulation and downregulation of several immune pathways in the SNP treatment group compared to nontreated controls. The scales are according to the −log10 adjusted *p*-value; Figure S12. Gene ontology- biological process analyses show upregulation of biological processes in the SNP treatment group compared to nontreated controls. The scales are according to the -log10 adjusted *p*-value; Figure S13. Gene ontology- biological process analyses show downregulation of biological processes in the SNP treatment group compared to nontreated controls. The scales are according to the −log10 adjusted *p*-value. Figure S14. TNF-α levels in the SNP-treated macrophages detected by ELISA. Supplementary Document S2: Hallmark and KEGG pathway analyses; Supplementary Document S3: Co-expression analyses.

# Supplementary material for: Modulation of Cell Signaling Pathways in Silica Nanoparticle-Saturated Macrophages
**Source:** Pharmaceutics. 2026 Mar 11;18(3):344. doi: 10.3390/pharmaceutics18030344
**Supplement:** Supplementary file 1

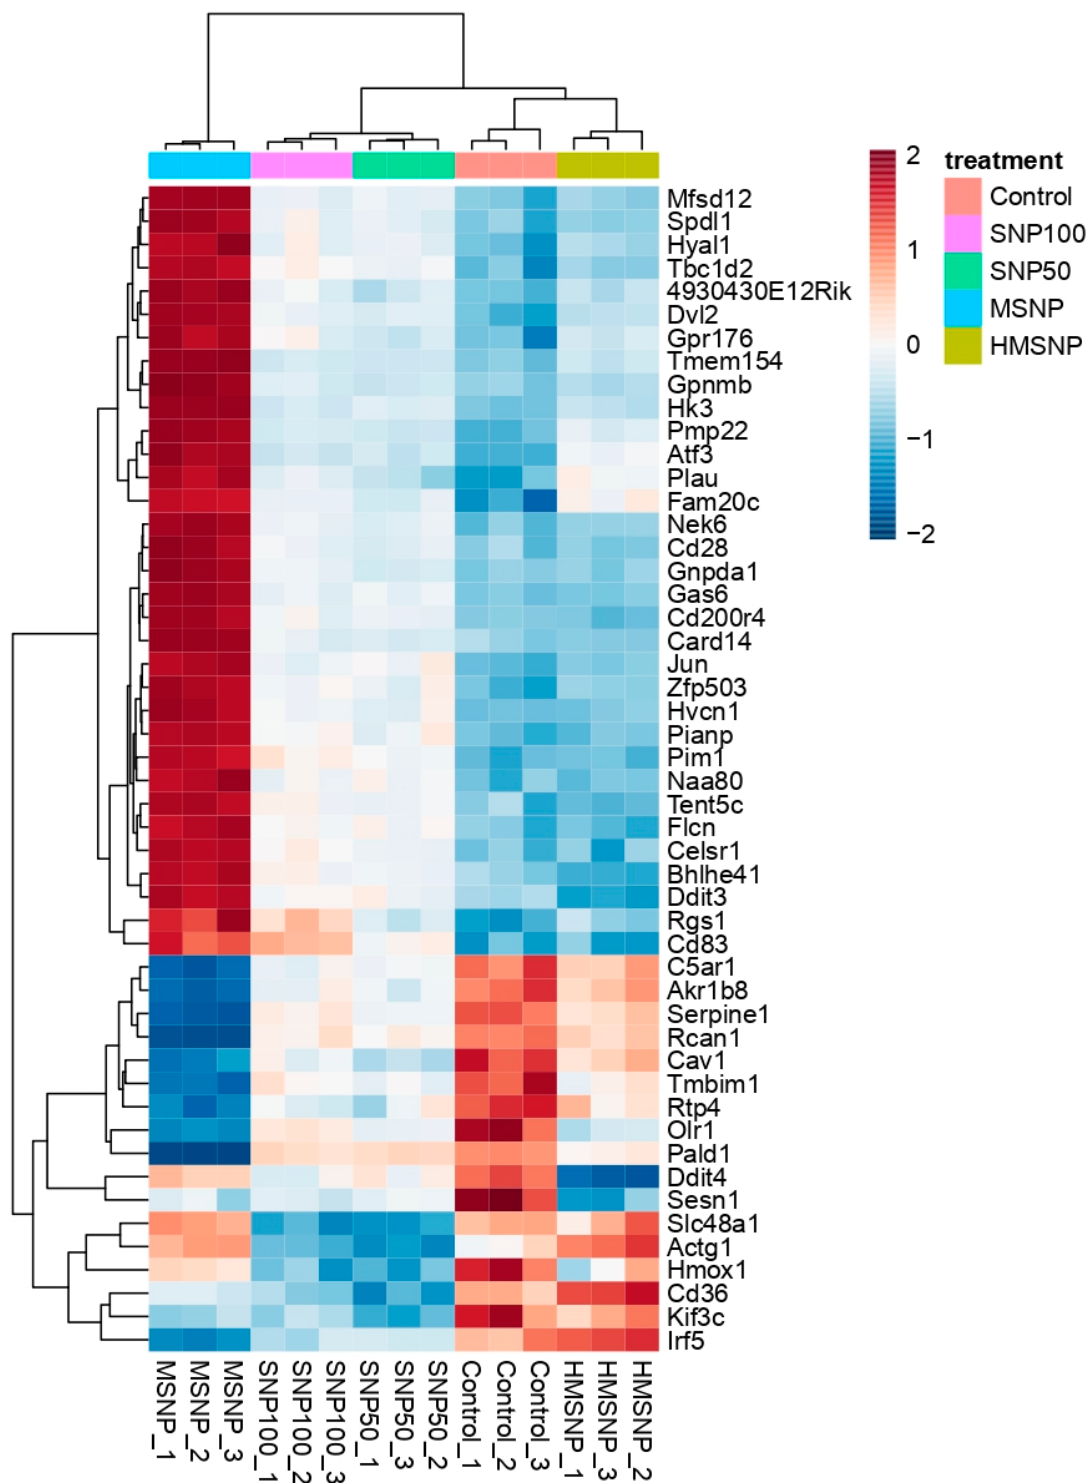

Fig. S1. Top 50 gene expression heatmap SNP100 vs. control

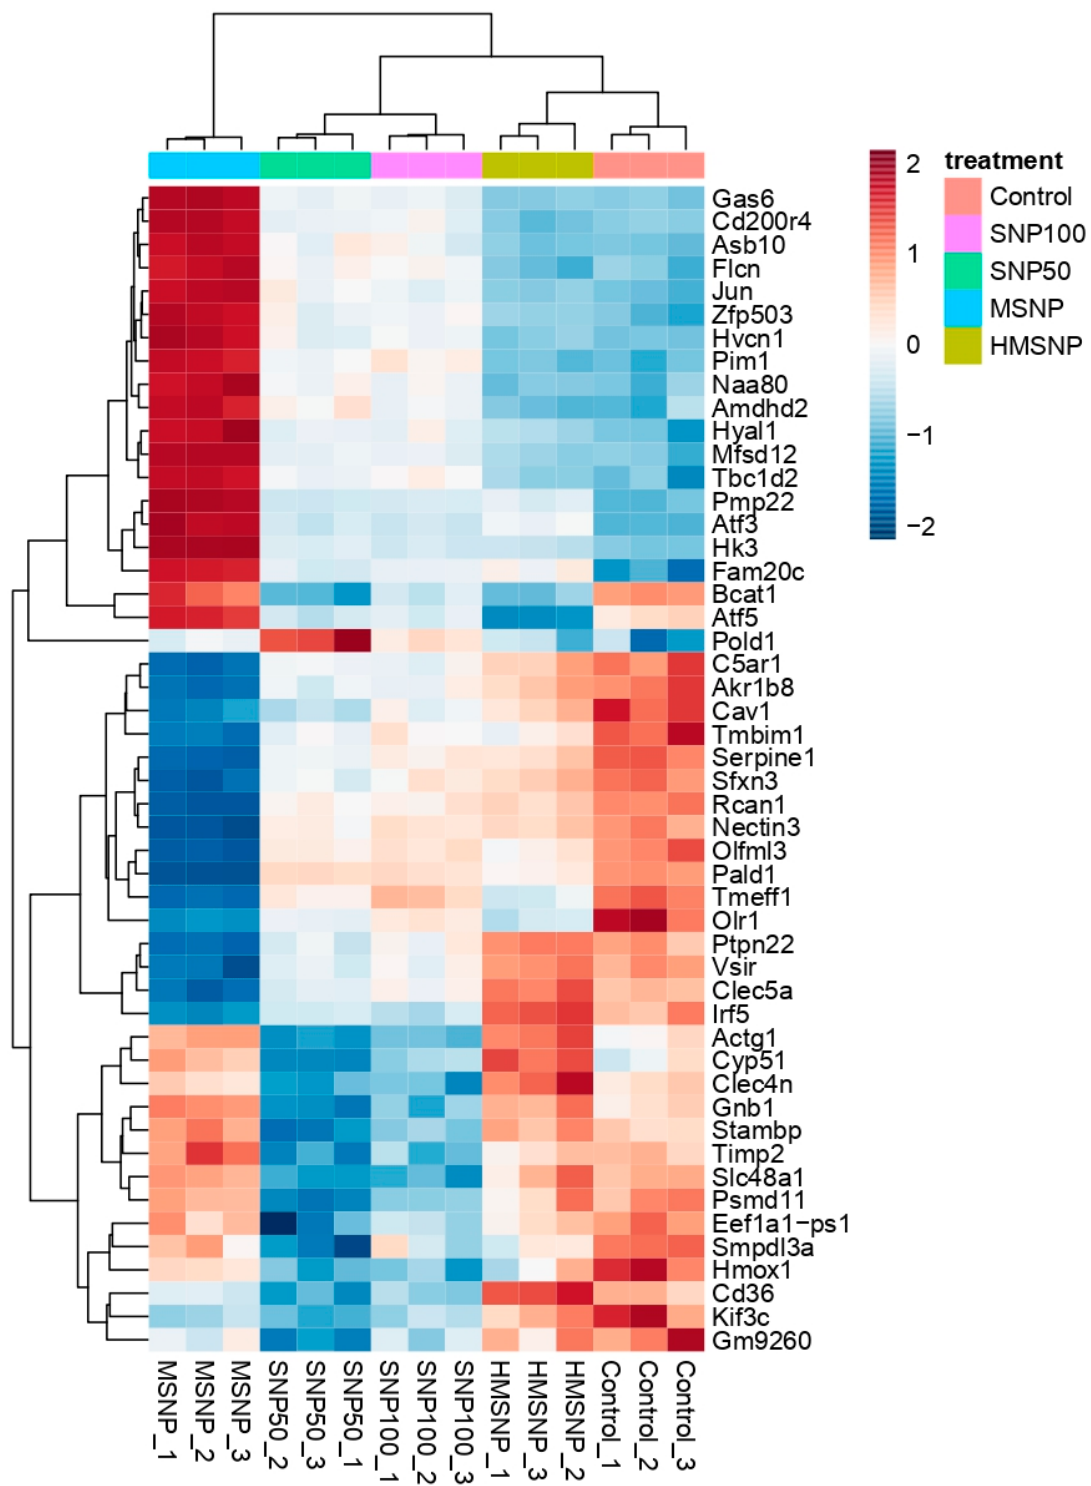

Fig. S2. Top 50 gene expression heatmap SNP50 vs. control

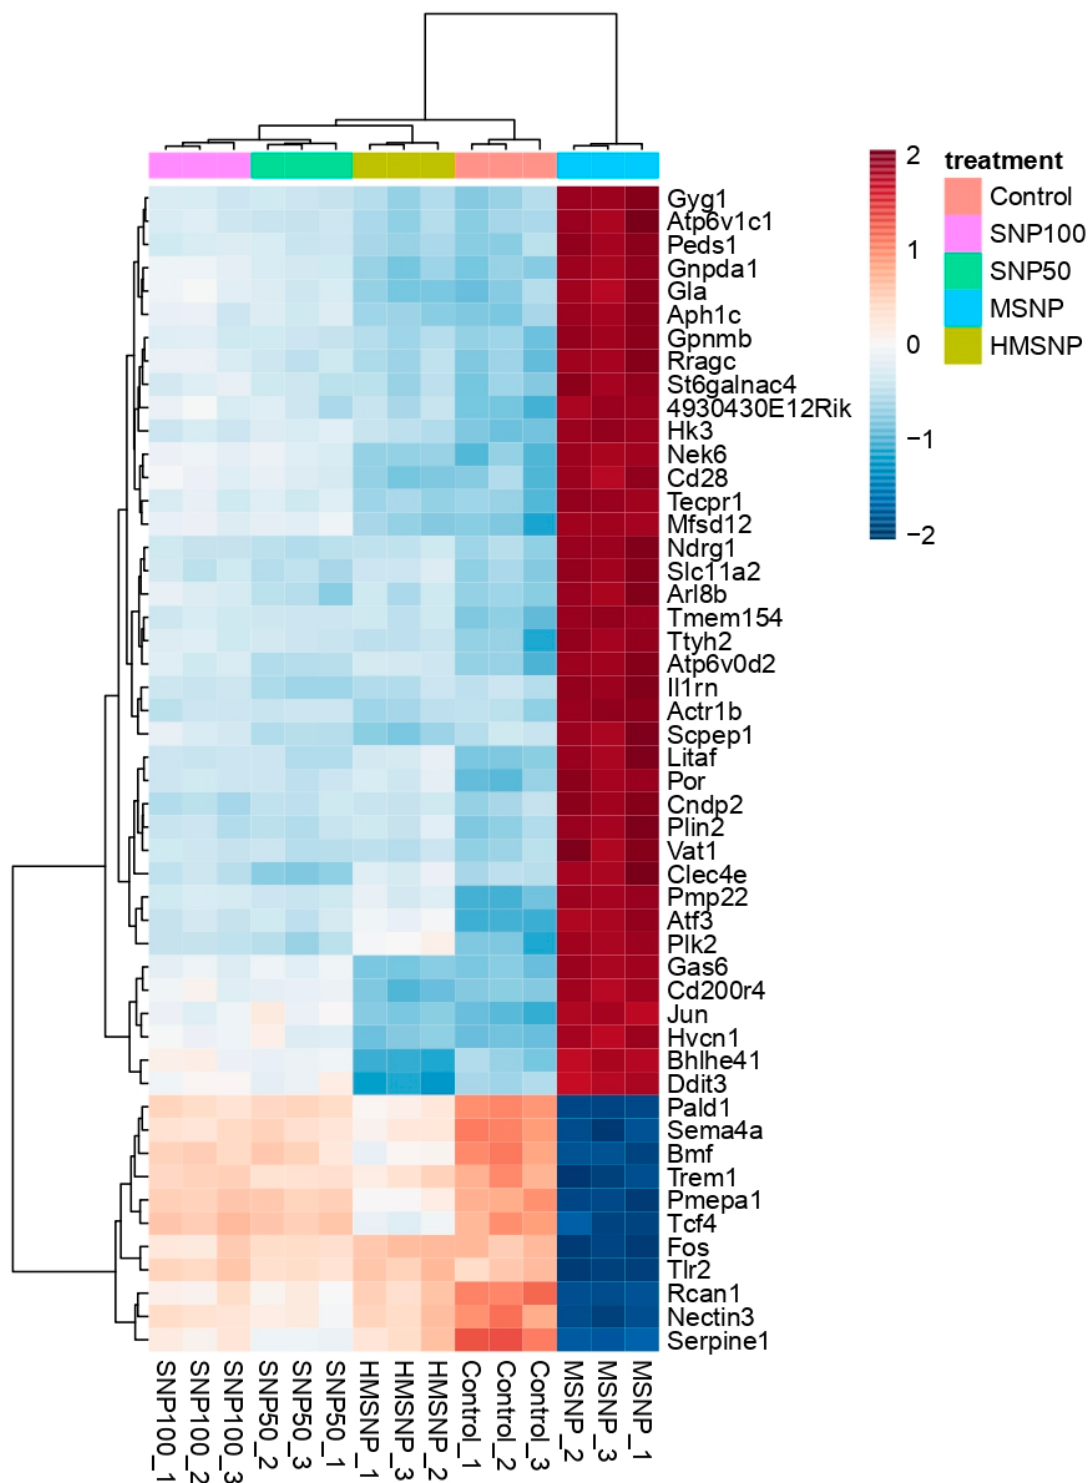

Fig. S3. Top 50 gene expression heatmap MSNP vs. control

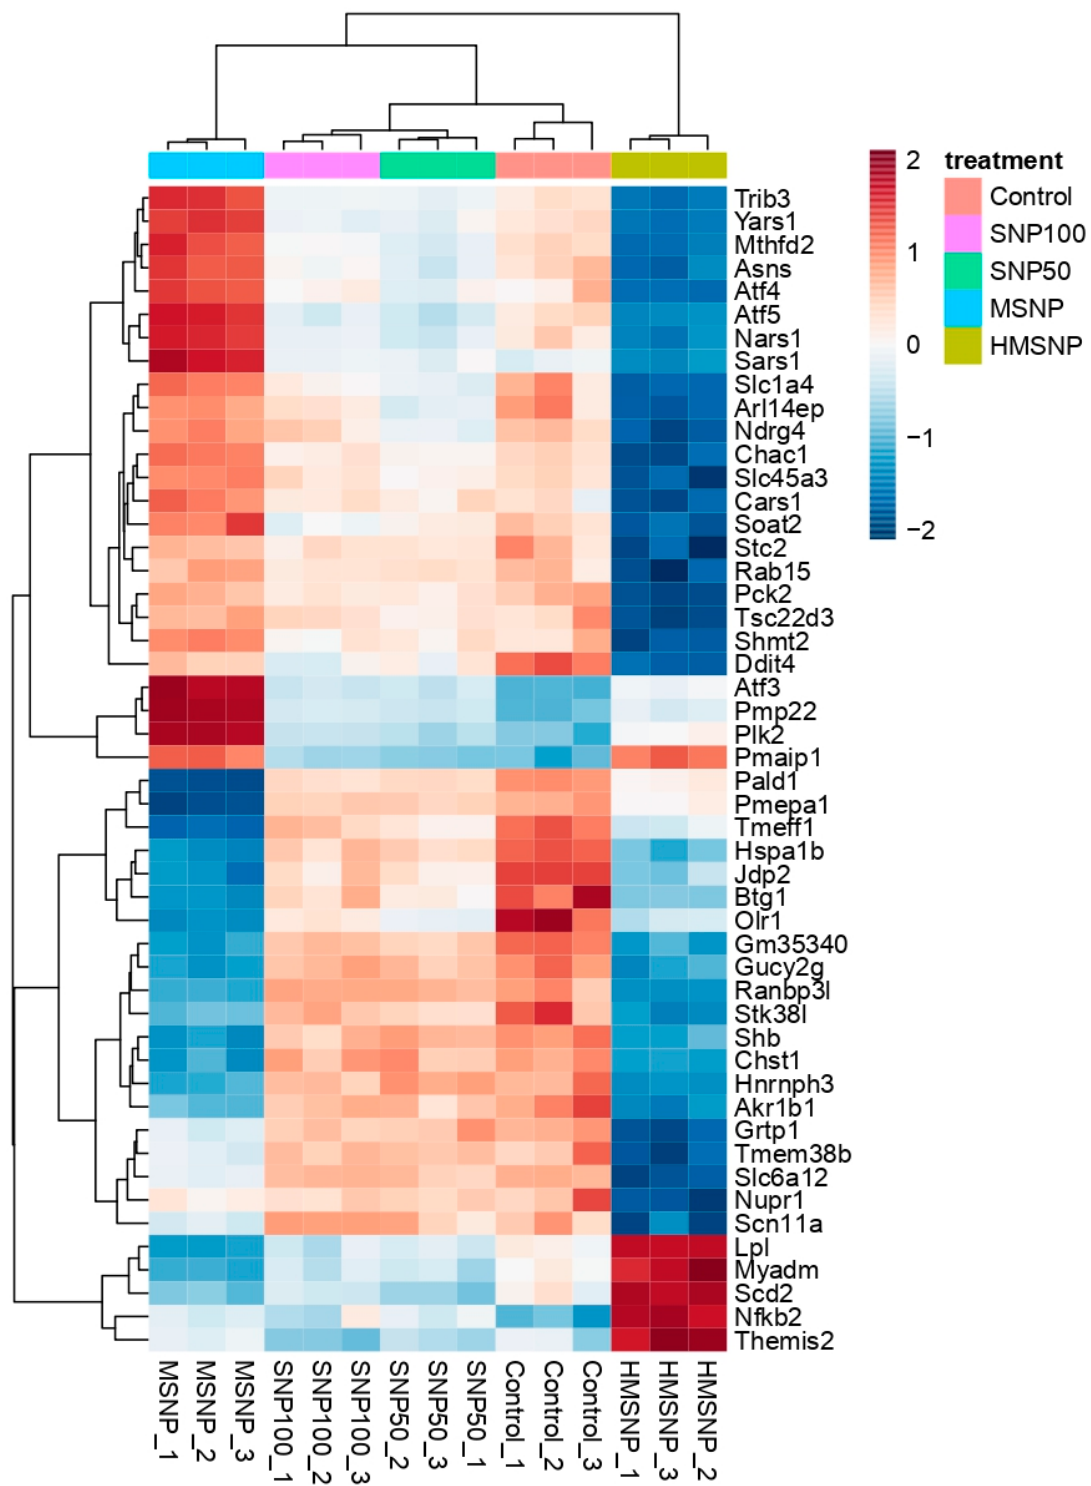

Fig. S4. Top 50 gene expression heatmap HMSNP vs. control

| SNP100 vs.<br>SNP50 | SNP100 vs.<br>MSNP | SNP50 vs.<br>MSNP | SNP100 vs.<br>HMSNP | SNP50 vs.<br>HMSNP | MSNP vs.<br>HMSNP |
|---------------------|--------------------|-------------------|---------------------|--------------------|-------------------|
| Actg1               | 4930430E12Rik      | Atf3              | Atf3                | Atf3               | Atf3              |
| Akr1b8              | Atf3               | Cd200r4           | Ddit4               | Atf5               | Pald1             |
| Atf3                | Bhlhe41            | Gas6              | Olr1                | Olr1               | Plk2              |
| C5ar1               | Cd200r4            | Hk3               | Pald1               | Pald1              | Pmepa1            |
| Cav1                | Cd28               | Hvcn1             | Pmp22               | Pmp22              | Pmp22             |
| Cd200r4             | Ddit3              | Jun               |                     | Tmeff1             |                   |
| Cd36                | Gas6               | Mfsd12            |                     |                    |                   |
| Fam20c              | Gnpda1             | Nectin3           |                     |                    |                   |
| Flcn                | Gpnmb              | Pald1             |                     |                    |                   |
| Gas6                | Hk3                | Pmp22             |                     |                    |                   |
| Hk3                 | Hvcn1              | Rcan1             |                     |                    |                   |
| Hmox1               | Jun                | Serpine1          |                     |                    |                   |
| Hvcn1               | Mfsd12             |                   |                     |                    |                   |
| Hyal1               | Nek6               |                   |                     |                    |                   |
| Irf5                | Pald1              |                   |                     |                    |                   |
| Jun                 | Pmp22              |                   |                     |                    |                   |
| Kif3c               | Rcan1              |                   |                     |                    |                   |
| Mfsd12              | Serpine1           |                   |                     |                    |                   |
| Naa80               | Tmem154            |                   |                     |                    |                   |
| Olr1                |                    |                   |                     |                    |                   |
| Pald1               |                    |                   |                     |                    |                   |
| Pim1                |                    |                   |                     |                    |                   |
| Pmp22               |                    |                   |                     |                    |                   |
| Rcan1               |                    |                   |                     |                    |                   |
| Serpine1            |                    |                   |                     |                    |                   |
| Slc48a1             |                    |                   |                     |                    |                   |
| Tbc1d2              |                    |                   |                     |                    |                   |
| Tmbim1              |                    |                   |                     |                    |                   |
| Zfp503              |                    |                   |                     |                    |                   |

Table S1. Common genes between treatments in their top 50 significant differentially expressed genes

| SNP100 vs. Control |                 | SNP50 vs. Control |                 | MSNP vs. Control  |                 | HMSNP vs. Control |                 |
|--------------------|-----------------|-------------------|-----------------|-------------------|-----------------|-------------------|-----------------|
| Genes              | Log2fold Change | Genes             | Log2fold Change | Genes             | Log2fold Change | Genes             | Log2fold Change |
| Tent5c             | 1.283263        | Gm56769           | 1.18992         | Dio2              | 5.291112        | Nupr1             | -<br>1.5239985  |
| Rragd              | 1.246674        | Fabp4             | 1.110516        | Tspan10           | 4.95755         | H1f3              | -1.526316       |
| Card14             | 1.238021        | Eqtn              | 1.059394        | Rragd             | 4.911438        | Pck2              | -<br>1.5670620  |
| Celsr1             | 1.226986        | Tent5c            | 1.050068        | Card14            | 4.681155        | H1f4              | -1.635167       |
| 4833415N18<br>Rik  | 1.199035        | Hvcn1             | 1.022393        | Il7r              | 4.285535        | H1f5              | -1.639790       |
| Gpr176             | 1.157078        | Gm9260            | -1.01352        | Ighg2c            | 4.26617         | Gucy2g            | -<br>1.6426320  |
| Hvcn1              | 1.081681        | Rsad2             | -1.02663        | Fabp4             | 4.263499        | Thsd4             | -1.644431       |
| H2ac7              | 1.066829        | Rtp4              | -1.03102        | Efcab6            | 4.181322        | Rab15             | -1.751657       |
| Fabp4              | 1.018412        | Serpib9           | -1.13692        | Dok7              | 4.072243        | Chst1             | -1.909623       |
| Cav1               | -1.04349        | Hmox1             | -1.3609         | Sstr5             | 3.997186        | Olr1              | -1.979680       |
| Rtp4               | -1.0761         | Serpine1          | -1.37811        | 4833415N<br>18Rik | 3.926345        | Slc1a4            | -2.332961       |
| Serpine1           | -1.09135        | Cav1              | -1.4191         | Ptpn14            | 3.8656465       | Prss35            | -2.450934       |
| Tgfb1              | -1.16948        | Tgfb1             | -1.42727        | Rgs16             | -3.94939        | Trib3             | -2.547817       |
| Hmox1              | -1.31452        | Olr1              | -1.72162        | Pmepa1            | -3.85535        | Chac1             | -2.652797       |
| Olr1               | -1.32922        |                   |                 | Bmf               | -3.73990        | Ranbp31           | -2.785718       |

Table S2. Top 15 genes in each treatment group with 2-fold change

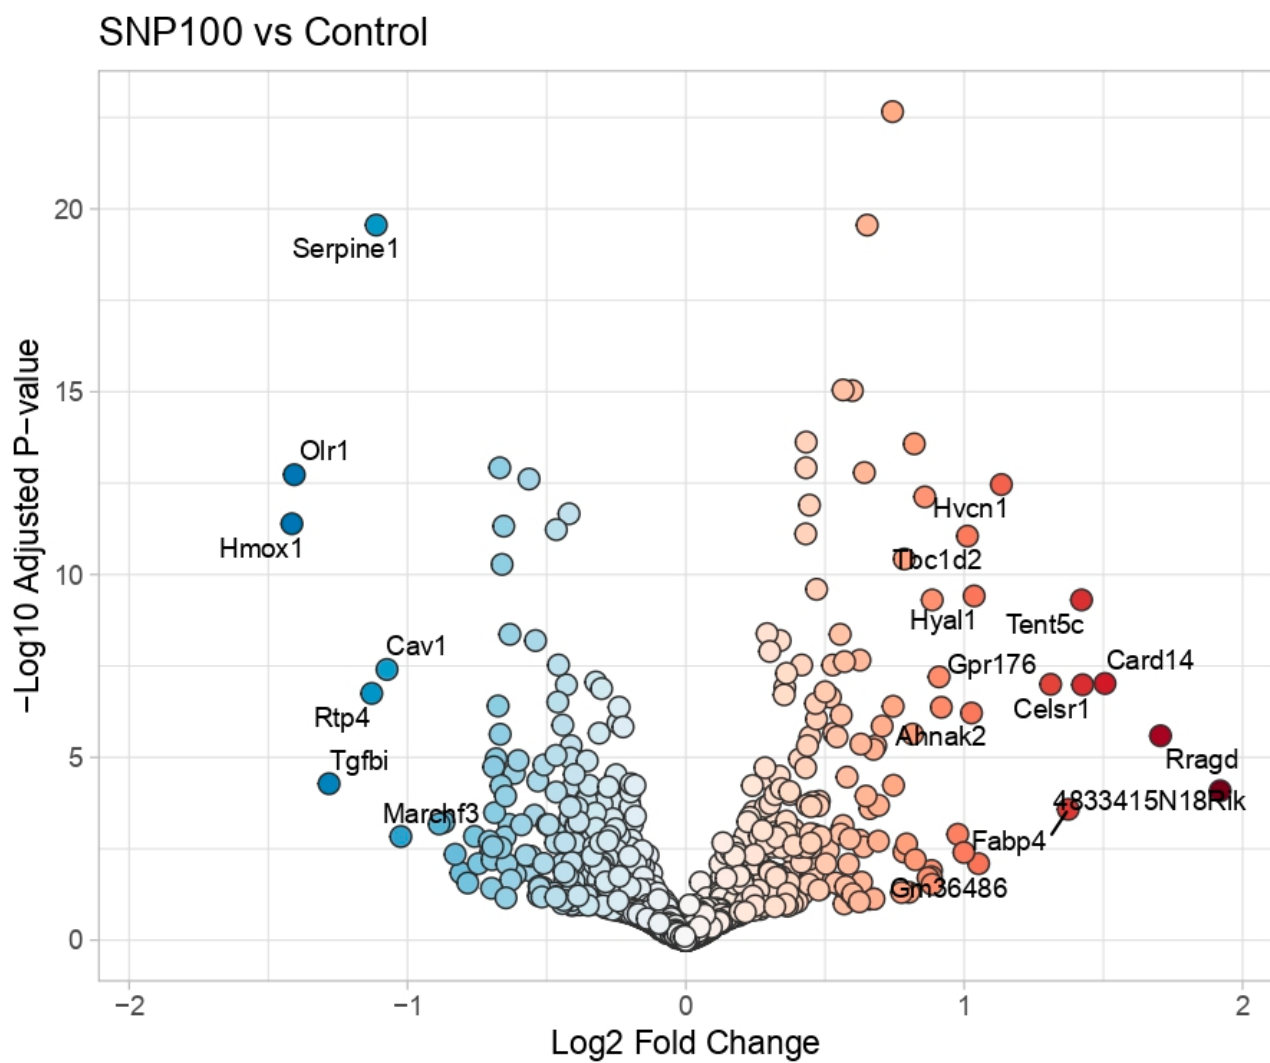

Fig. S5. Volcano plot showing the significant differentially expressed genes in SNP100-treated groups vs. control

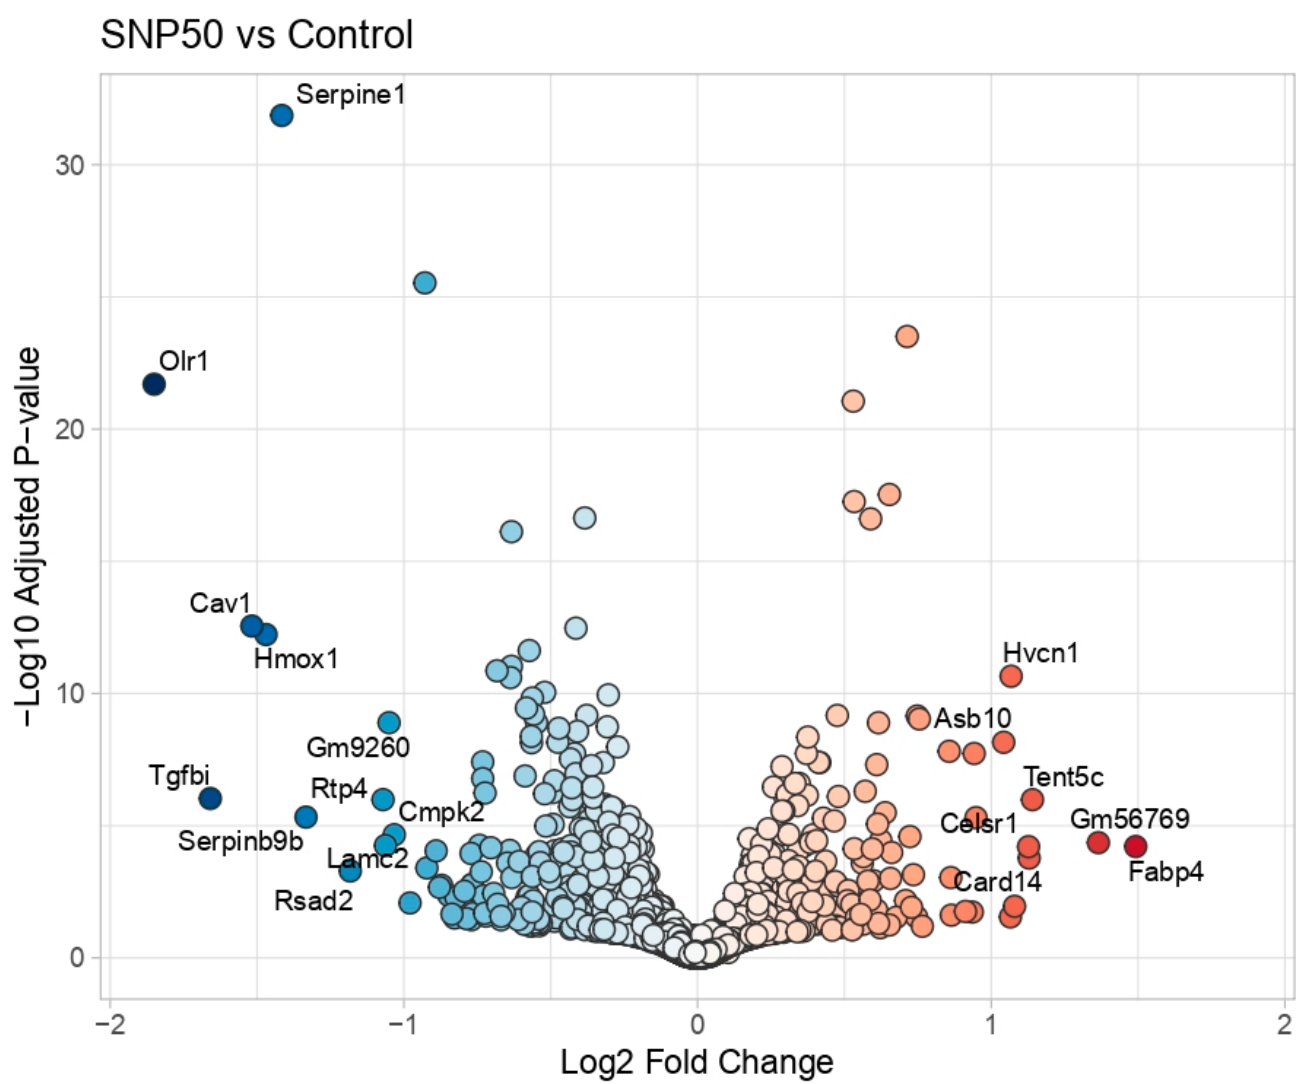

Fig. S6. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control

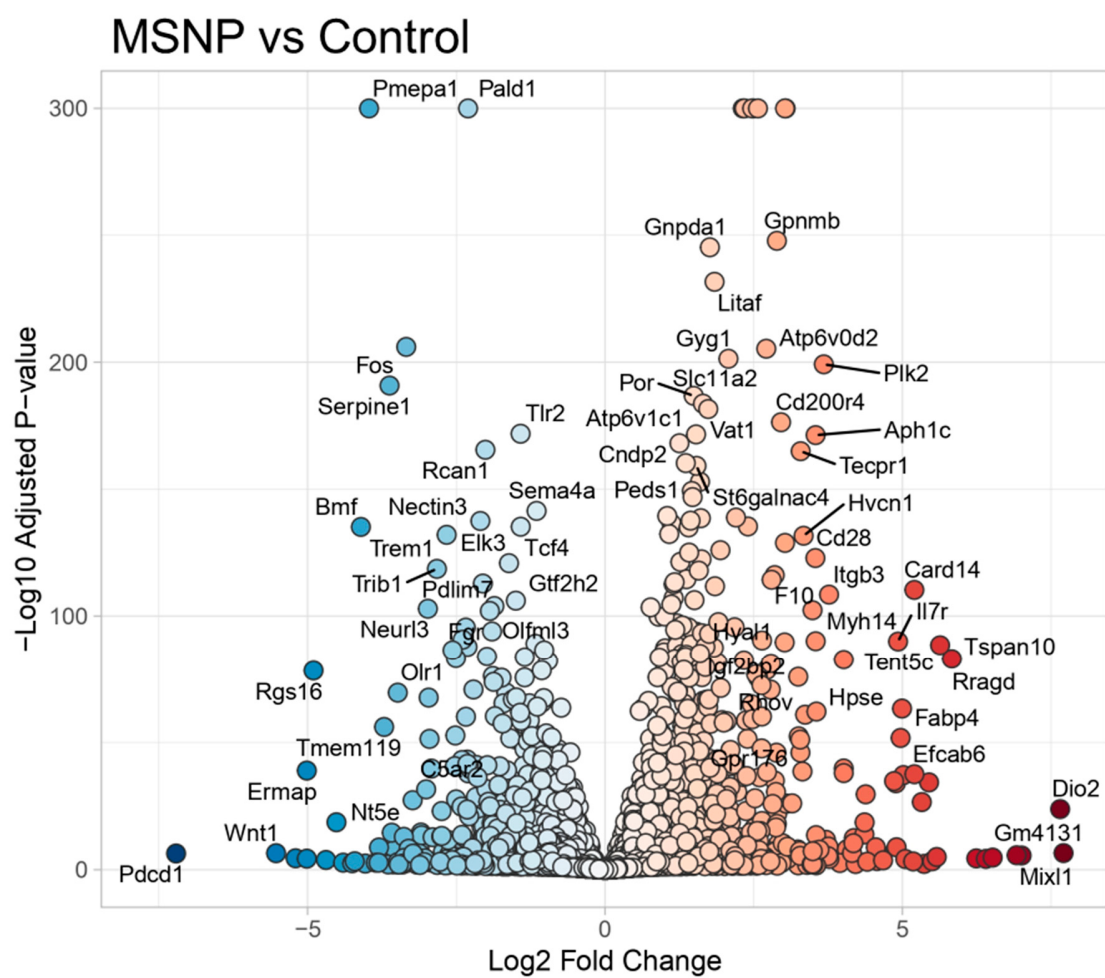

Fig. S7. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control

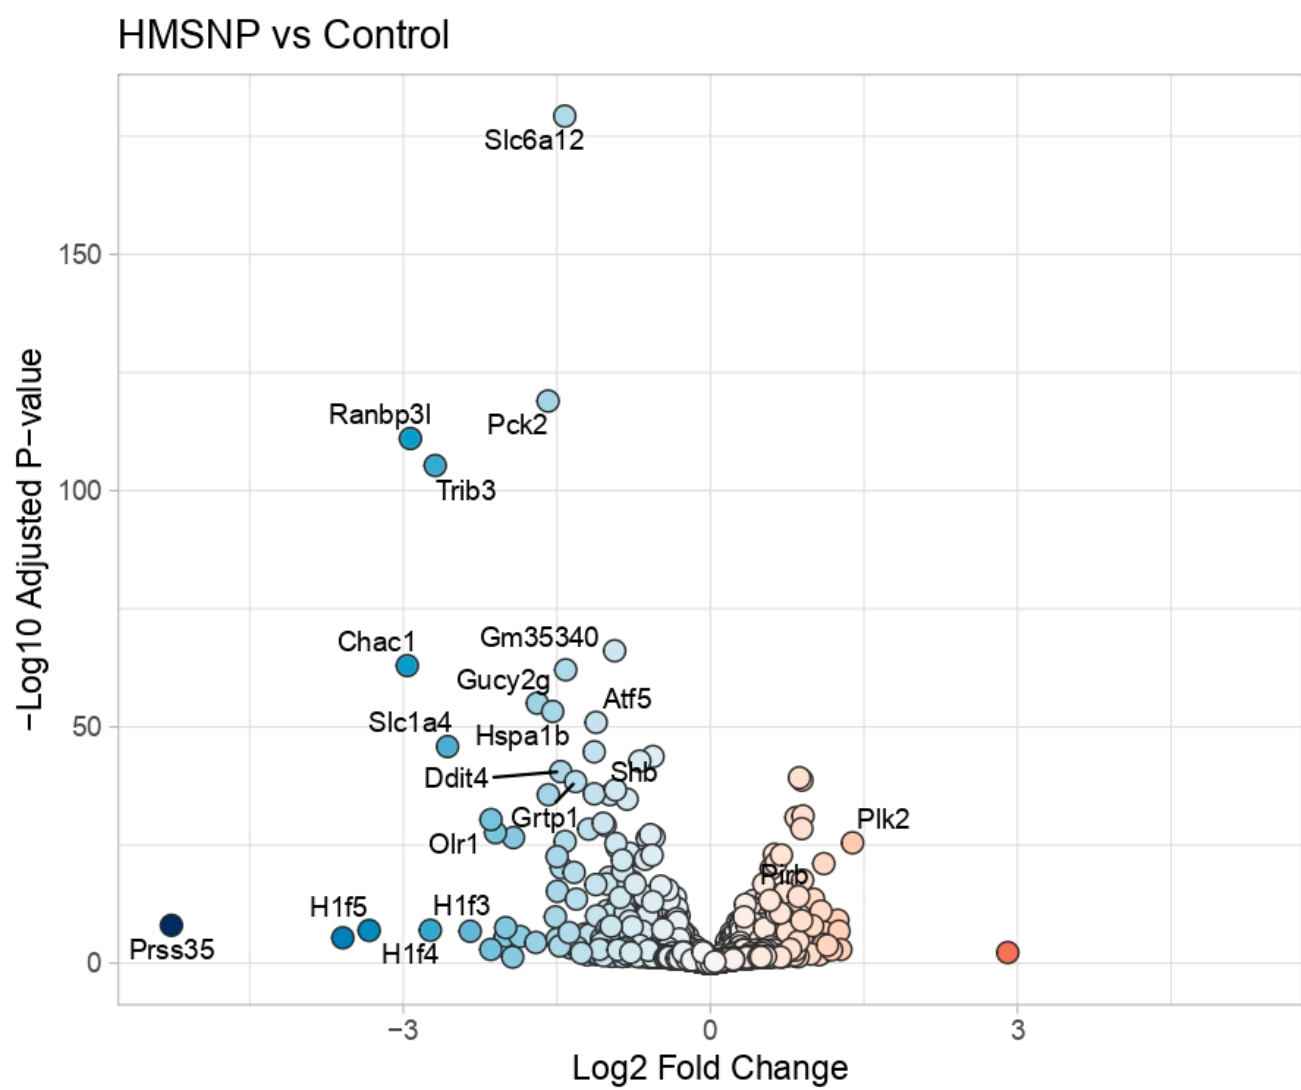

Fig. S8. Volcano plot showing the significant differentially expressed genes in SNP50-treated groups vs. control

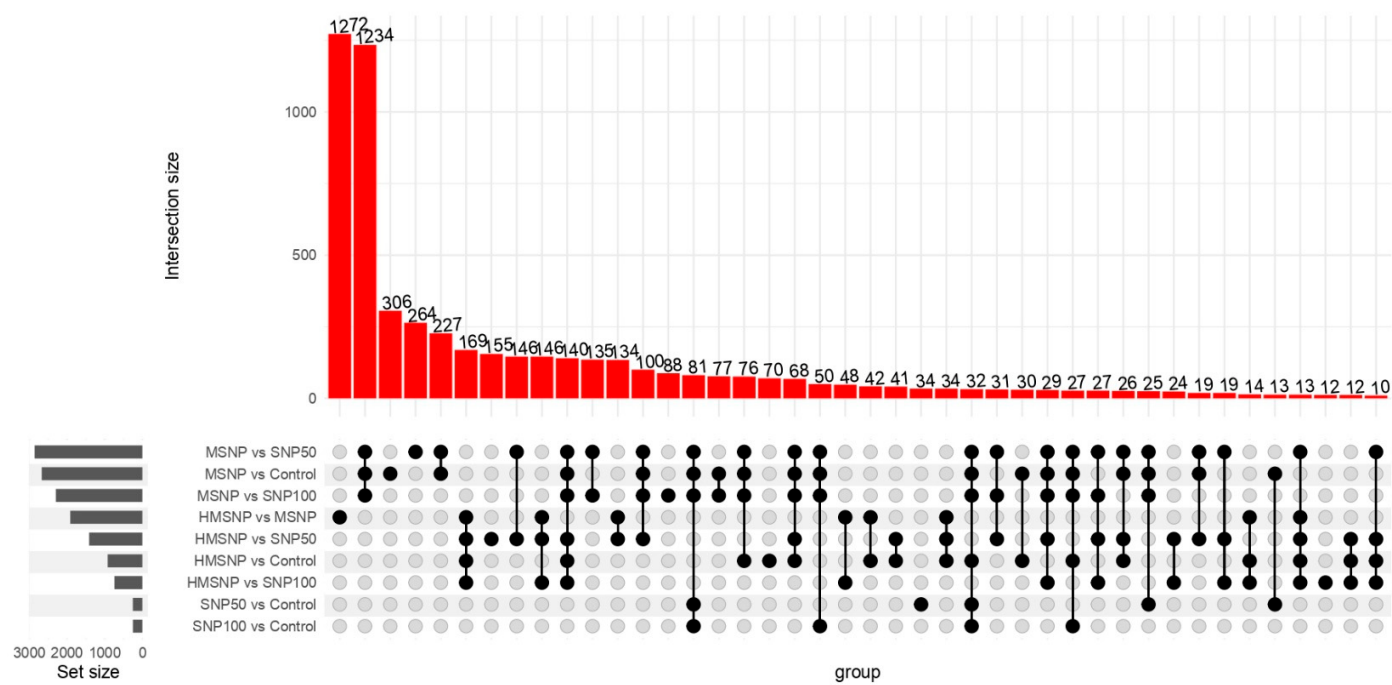

Fig. S9. Overlap analysis of upregulated genes in different treatment groups

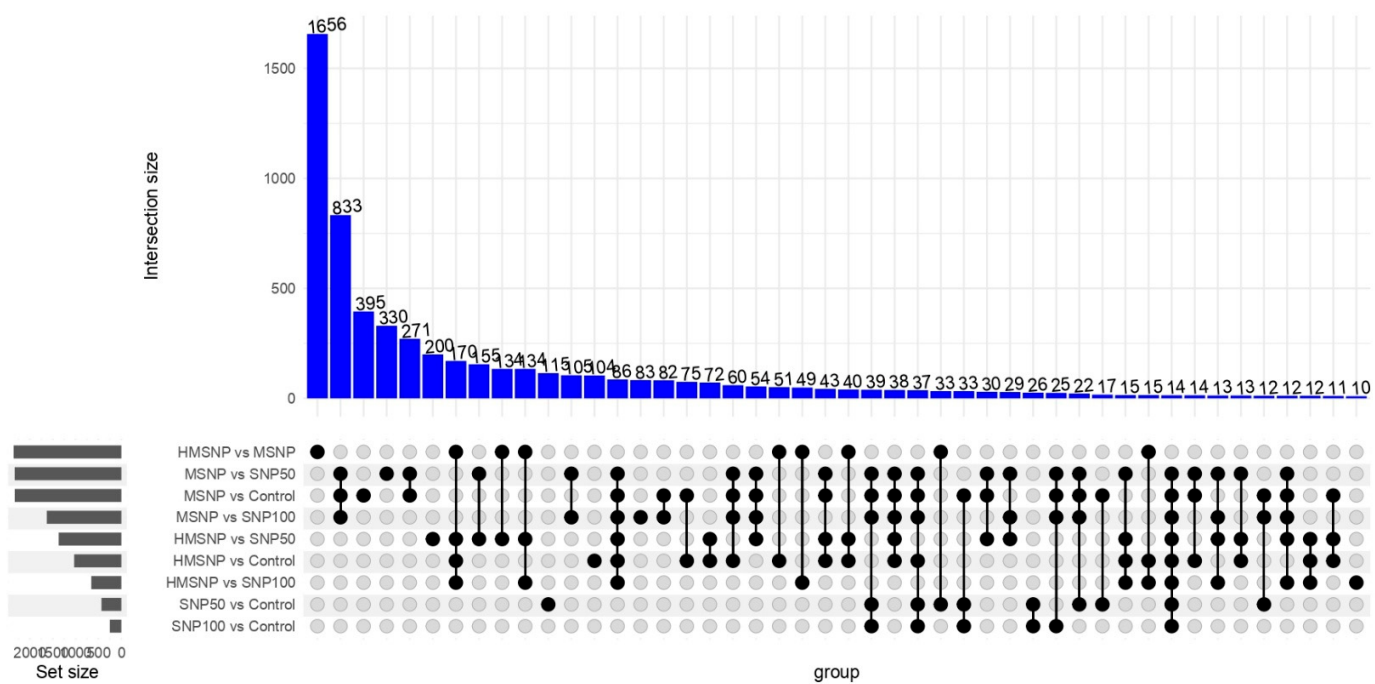

Fig. S10. Overlap analysis of downregulated genes in different treatment groups

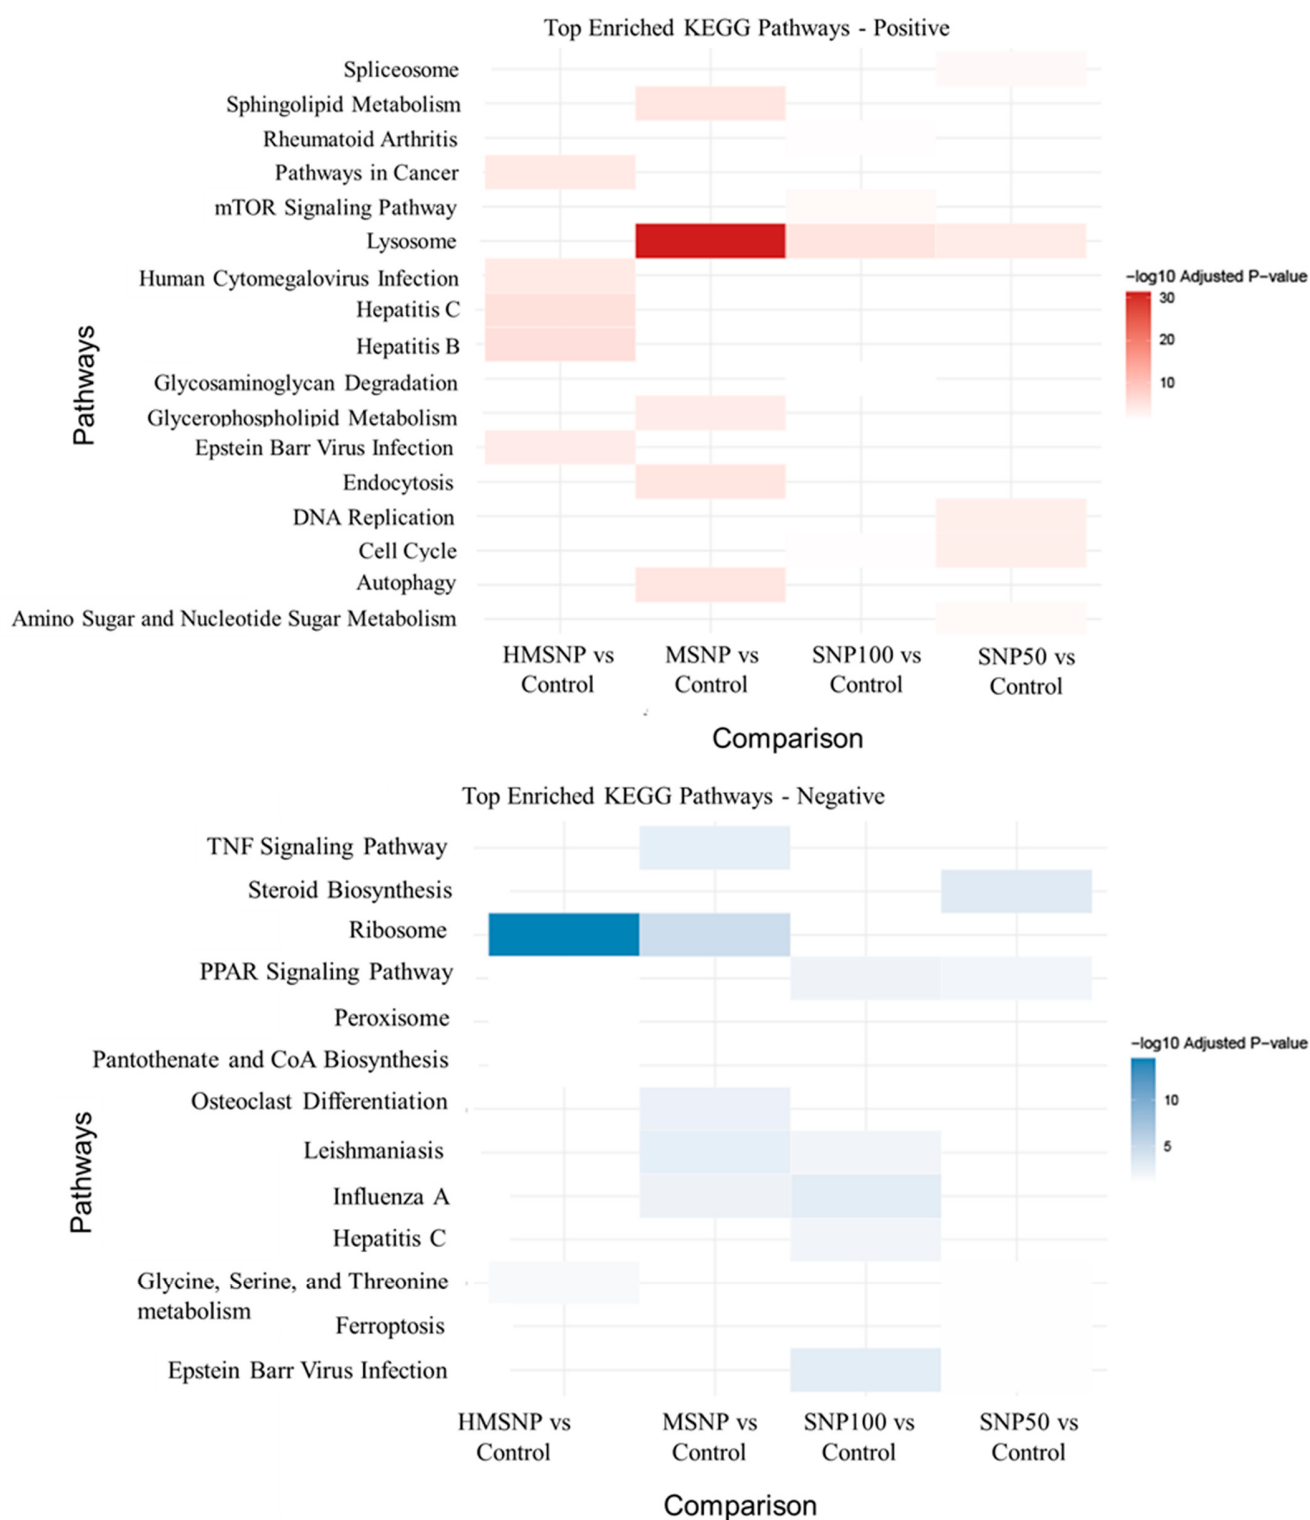

Fig. S11. KEGG pathway analyses show upregulation and downregulation of several immune pathways in the SNP treatment group compared to nontreated controls. The scales are according to the  $-\log_{10}$  adjusted p-value.

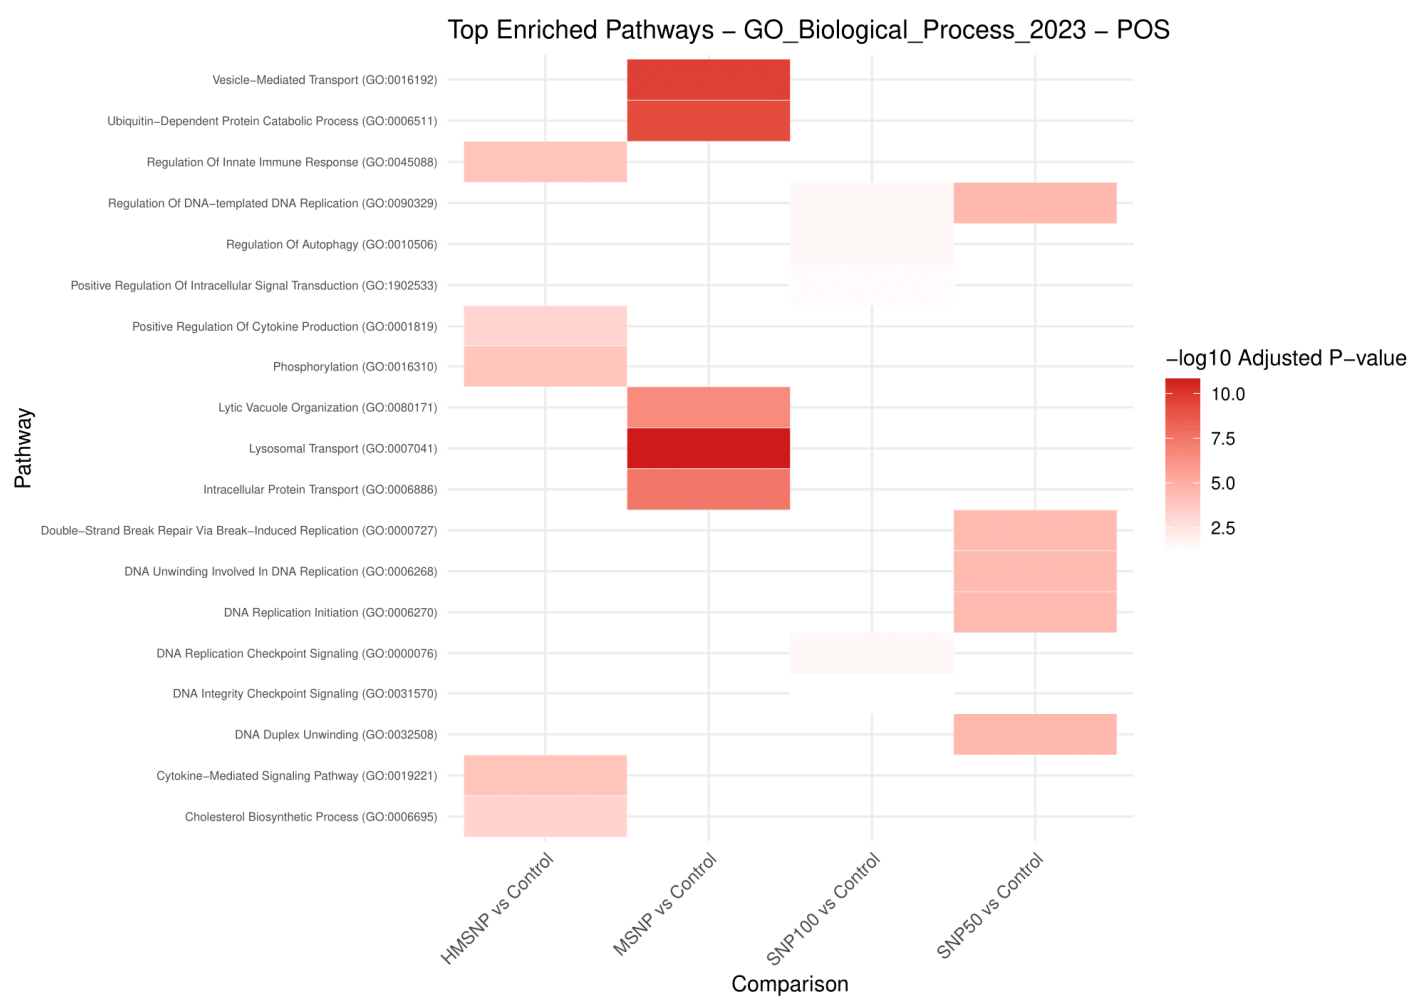

**Fig. S12.** Gene ontology- biological process analyses show upregulation of biological processes in the SNP treatment group compared to nontreated controls. The scales are according to the -log<sub>10</sub> adjusted p-value.

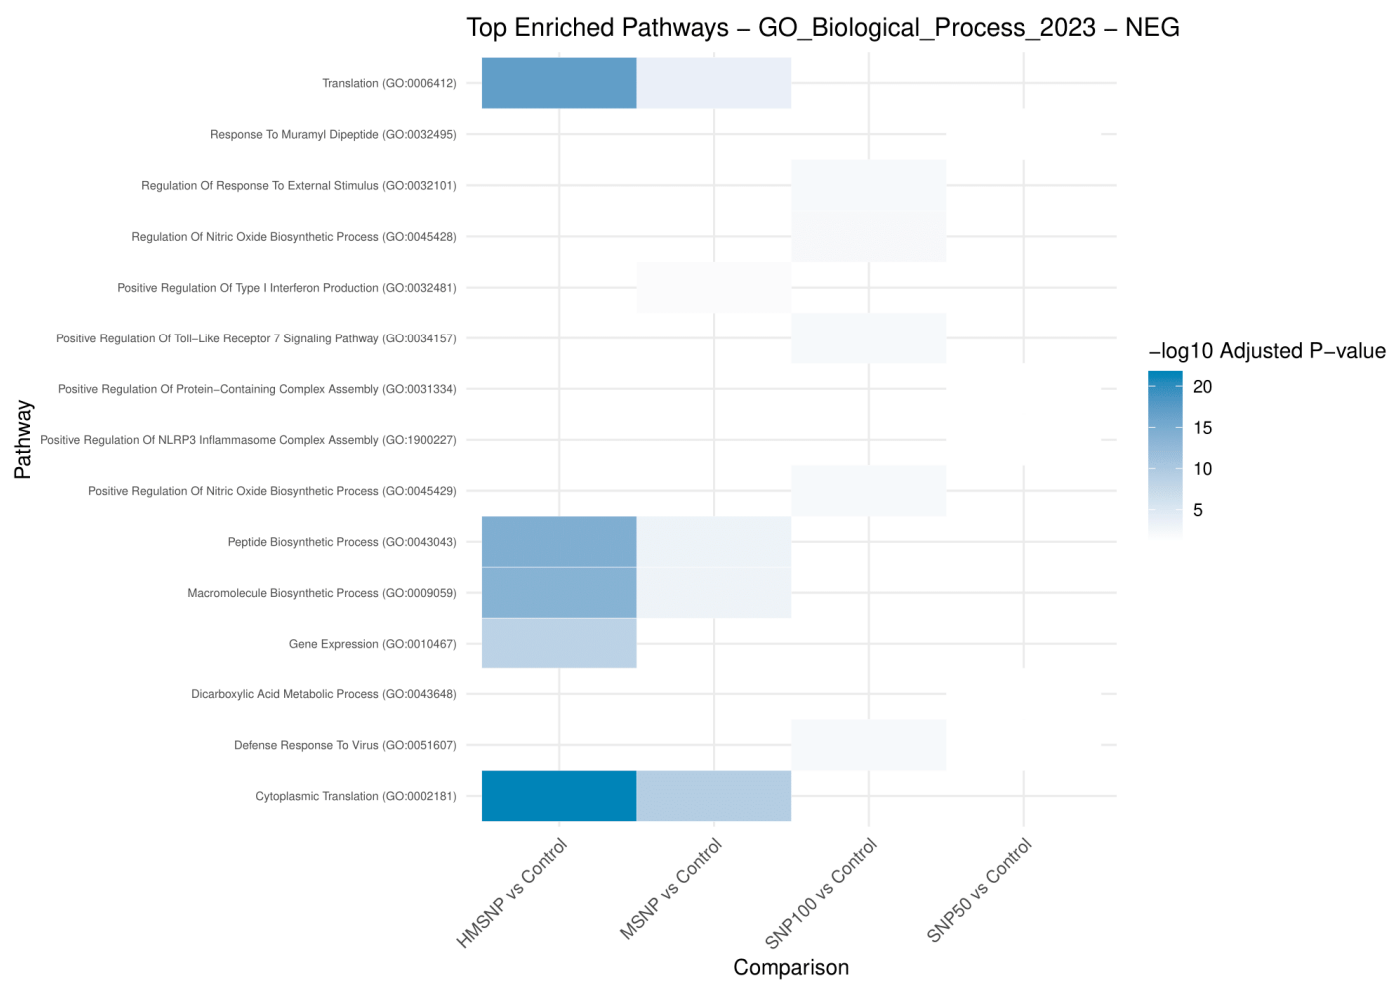

Fig. S13. Gene ontology- biological process analyses show downregulation of biological processes in the SNP treatment group compared to nontreated controls. The scales are according to the  $-\log_{10}$  adjusted p-value.

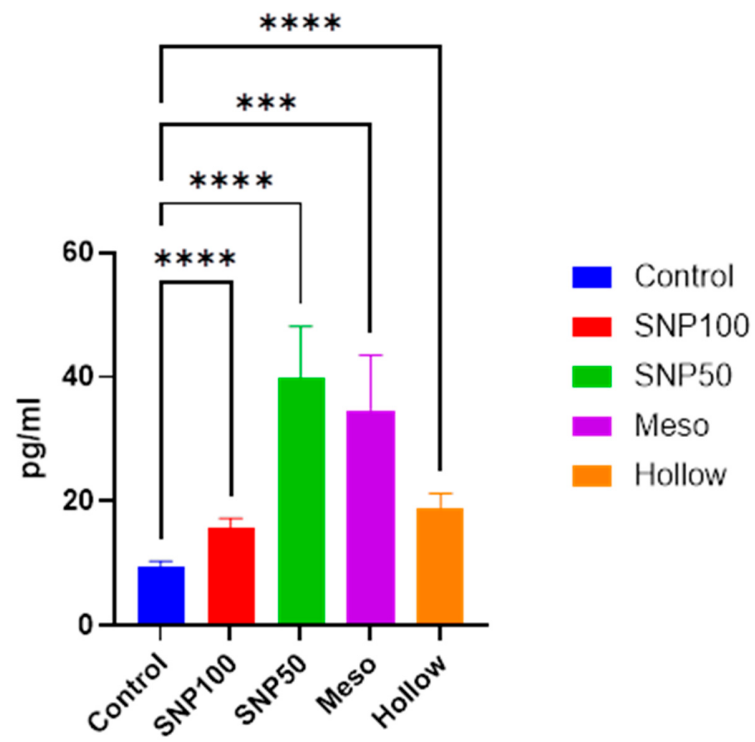

Fig. S14. TNF- $\alpha$  levels in the SNP-treated macrophages detected by ELISA

How the deposited data were processed for this re-analysis (not part of the article)

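Raw counts from 15 RNA-sequencing libraries of the mouse macrophage line were used, 3 for each of the SNP100-, SNP50-, MSNP- and HMSNP-treated groups and for the nontreated controls, all at 6 h. The doses were 50, 25, 200 and 200 µg/mL, and the nominal diameters 100, 50, 100 and 100 nm. Groups were assigned from the sample labels, and doses and times from the paper's methods.

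According to the paper, the authors isolated poly(A) RNA, prepared directional libraries, sequenced them in pairs of 150 bases and mapped the reads to GRCm39. The deposited table holds a whole-number count per gene and library, without normalization and with replicates kept apart. The paper's text does not name the program that counted the reads, the annotation it used or whether reads or read pairs were counted. The table lists 57186 genes by identifier, of which 30400 had 0 counts in every library. Symbols, positions, lengths and gene types were taken from GENCODE vM39 on GRCm39, which holds 56630 of the identifiers. The other 556 held 0.0224% of the counts and stayed in the tests under their identifiers. Overlapping genes are named where a gene in the text has one, since the counting program and its use of strand are not known.

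Total counts lay between 29369934 and 42617812 per library. Genes with at least 10 counts summed over the libraries were tested, which kept 19839 genes, among them 13135 protein-coding genes, 2699 lncRNA genes and 2562 processed pseudogenes. At this depth a count of 3 or fewer in every library of a group was treated as a floor, and a fold change against such a group is given as a bound. These bounds were added after the first results were seen.

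The counts were analysed in R 4.3.3 with edgeR 4.0.16, using TMM normalization, one model of all 15 libraries without a term for the replicate number, the quasi-likelihood test and Benjamini-Hochberg adjustment, with a threshold of 0.05. Standard errors were computed from the log2 fold change and its F statistic. Each treated group was compared with the controls, SNP50 and MSNP with SNP100, and HMSNP with MSNP. Genes with an absolute fitted log2 fold change of at least 1 and an adjusted p under 0.05 were counted as changed at least 2-fold. The top 50 genes of each group were ranked by p. Principal components used the rlog values of the 500 most variable genes from DESeq2 1.42.0, and Euclidean distances used all tested genes. Distances between groups were tested with exact two-sided permutation of the group labels.

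Gene lists of NF-kB targets, p53 targets, interferon-stimulated genes, lysosomal genes, ATF4 targets, cholesterol biosynthesis and DNA replication were written before the data were examined, as were the comparisons, the tests, the rule for named genes and all alternatives except those described as added later. The 7 lists were tested in 6 comparisons with camera from limma 3.58.1 on log2 CPM with a prior count of 2, at an inter-gene correlation of 0.01, with adjustment over the 42 tests. Estimated correlations were above 0.01 for every list but p53 targets. The p values at the preset 0.01 therefore overstate the evidence from genes that move together. The genes named in the text are those the paper names in its text, Table S1 and Table S2, the genes of its cytokine panel and Cd80, the members of the lists, the genes that Supplementary documents S2 and S3 give under the terms the paper discusses, and the 5 largest increases and decreases in each treated group. The last were taken among genes with an adjusted p under 0.05, a mean of at least 1 CPM and every treated library on the same side of every control.

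Supplementary document S2 was used only in part, without its sheets for HMSNP and for KEGG terms in MSNP, so that no enrichment was computed from it. WGCNA was not run. The module genes that Supplementary document S3 lists under its terms, which need not be whole modules, were summarised by their first principal component. Clusters were formed afresh from the 2000 most variable genes in a signed network of power 18 with at least 30 genes per cluster.

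The alternatives were DESeq2 with its own size factors, apeglm 1.24.0 for shrinkage, RLE normalization in edgeR, the filterByExpr filter, no filter on low counts, only the 6 libraries of a comparison, the replicate number as a block, fry, camera with an estimated correlation, log2 CPM in place of rlog, all genes for the principal components, and leaving out each library in turn. Added later were DESeq2's normal prior and an edgeR offset that removes the trend of each library with transcript length, fitted by lowess with a span of 0.3 on genes with a mean log2 CPM above 1, alone and without Control replicate 3. The authors' protein and cytokine measurements were not used here.

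The steps were tested on simulated data drawn from the means and library sizes of the real genes. Of 200 changed genes among 19839, 193 were called (96.5%), 8 unchanged genes were called, and 0 genes were called between unchanged groups. Each change was at least 2-fold, in genes above 1 CPM, and each gene had the same spread in all libraries. Smaller changes and controls with a wider spread were not covered by this test. Overlaps between comparisons that share the controls were set against 20 simulations of unchanged groups. They were drawn with the measured spread of the controls, and those with an even spread between libraries were added after the first were seen. Each gene was drawn on its own, without the trend of Control replicate 3 with transcript length. The genes called for unchanged groups against controls with the measured spread had medians of 220 for SNP100, 224 for SNP50, 221 for MSNP and 225.5 for HMSNP. The result for 1 of the genes named by the paper is not reported here.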

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

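The tests of the length trend and of the shared controls, the weighing of the submissions and all counts of other splits were chosen only after the results were seen.

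ATF4 target genes differed between the porous particles in a direct test. The 42 tested genes of the list had a median log2 fold change of 0.33 in MSNP (camera adjusted p = 9.21e-10), with 34 genes higher than in the nontreated controls, and of -0.59 in HMSNP (3.51e-88), with 38 lower. In HMSNP against MSNP the median was -1.03 (2.81e-69), with all 42 genes lower, 40 of them called, and 42 called when adjusted over the list alone. The calls in HMSNP and in HMSNP against MSNP held under fry and under an estimated correlation, and that in MSNP held under fry only. Of the list, 8 genes are in Table S1 or Table S2, and without them the median in HMSNP against MSNP was -0.826, which argues against genes that the paper picked for its tables as the source of the difference. With the parts of Supplementary documents S2 and S3 used here, 28 of the 42 genes are listed by the paper, and the other 14 had a median of -0.585. With the trend with transcript length removed it was -0.996, which argues against that trend as the whole cause. The real grouping was the 1 of 10 splits of the 6 libraries with a median as large, and 10 splits allow no smaller share. The 5 groups came in 5 submissions to the sequencing core, each with libraries of 1 group, so that a batch difference and the particles cannot be told apart. A biological difference between HMSNP and MSNP, in density or surface composition, stays open and was not tested.

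Lysosomal genes also differed between the porous particles. The median in HMSNP against MSNP was -0.897 (camera adjusted p = 1.91e-61), with 59 of 62 genes lower and 52 called lower. With the estimated correlation of 0.0509, camera's adjusted p was 4.25e-05. Removal of the length trend gave -0.861, which argues against transcript length as the whole cause. The 20 genes that the paper does not list had a median of -0.439. HMSNP, given at the same mass dose as MSNP, had a median of -0.028 against the controls, which argues against mass dose alone as the cause of the increase with MSNP. For this median in MSNP against the controls and in HMSNP against MSNP, the real grouping was the 1 of 10 splits with a value as large. The submission of each group and a biological effect of the particle stay open.

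Interferon-stimulated genes were lower in SNP100, SNP50 and MSNP and not in HMSNP, and HMSNP against MSNP had a median of 0.809 (camera adjusted p = 5.37e-09), with 38 of 43 genes higher and 34 called higher. This call and that of MSNP against the controls held under fry and not under an estimated correlation. Without Control replicate 3, the medians were -0.564 in SNP100 and -0.532 in SNP50, and with the length trend removed they were -0.454 and -0.472, which argues against that library alone and against transcript length. A high level in the shared controls would lower all comparisons with them. Compared with HMSNP in place of the controls, the medians were -0.404 in SNP100, -0.394 in SNP50 and -0.809 in MSNP. A higher level of these genes in both the controls and HMSNP would give these values too, so that a change in 3 treated groups and a high level in the other two cannot be told apart. For HMSNP against MSNP and for SNP100 against the controls, 1 of 10 splits, the real one, gave a median as large.

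Ighg2c, an immunoglobulin heavy chain gene, had a log2 fold change of 5.45 in MSNP, from 0.136 CPM in the controls to between 5.51 and 6.21 CPM in the 3 MSNP libraries. The paper lists the gene in Table S2 and does not discuss it. RNA from B cells or plasma cells would bring their other abundant transcripts. Among the tested markers of these cells, 0 were called higher in MSNP. Igkc had 0 counts, Ighm had a log2 fold change of -0.65 (edgeR adjusted p = 0.000583) and Xbp1 one of -0.15, which argues against such cells as the source. Other immunoglobulin genes with similar sequence were not separated from Ighg2c, and the submission of the MSNP libraries and a biological change stay open.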

How the results depend on the processing

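The offset for transcript length, alone or without Control replicate 3, DESeq2's normal prior and the fits of treated groups against each other without Control replicate 3 were chosen only after the results were seen. No list or named gene with a call changed direction. Some medians of lists without a call changed sign, among them those of NF-kB targets in SNP50 against SNP100 (0.033 without SNP100 replicate 3) and of lysosomal genes in HMSNP (0.0188 without Control replicate 3). The order of SNP50 and HMSNP by called genes changed without Control replicate 3, with 3713 against 1699. Apart from those of single named genes, given at the end, 117 changes under the alternatives were moves of a value or count beyond its limit, 24 were lost calls and 6 were gained calls. The cause of these changes was not tested, except as given for the control libraries under the other observations.

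With DESeq2, 496 genes were called for SNP100 (181 with edgeR), 680 for SNP50 (280), 1945 for HMSNP (1024) and 1 for SNP50 against SNP100 (0). It called 479 genes up and 480 down in both MSNP and HMSNP (266 and 272), and 131 and 158 of the genes listed in Supplementary document S2 up and down in SNP100 (53 and 58) and 132 and 243 in SNP50 (48 and 126). With only the 6 libraries of a comparison, 0 genes were called for SNP100, with 866 at an unadjusted p under 0.05, 1 for SNP50, 2257 for MSNP (4527), 77 for HMSNP, 7142 for HMSNP against MSNP (4010) and 7142 for MSNP against SNP100 (3549), and the genes changed at least 2-fold were 0 for SNP100 (21), 1 for SNP50 (28) and 45 for HMSNP (174). These fits have fewer libraries to estimate the spread, and those with the controls rest on the 3 controls for much of it. Without the filter, SNP50 had 185 genes. With RLE or filterByExpr no count left its limit.

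The replicate numbers do not pair the libraries. Of 30 pairs of libraries with the same number, 10 had deviations from the group means that correlated over 0.1 (median 0.0156, range -0.517 to 0.573). With the replicate number as a block, 180 genes were called for SNP50 and 79 of its listed genes were called down, and no other count of calls or list call crossed its limit.

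With the length trend removed, 362, 592 and 1783 genes were called for SNP100, SNP50 and HMSNP. With Control replicate 3 also left out, there were 1207, 3295 and 2142, with 238 for SNP50 against SNP100, 7016 for HMSNP against MSNP and 6686 for MSNP against SNP100.

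With apeglm, 95 genes changed at least 2-fold for HMSNP, and in either direction 1 was shared by SNP100 and HMSNP (2) and 40 by MSNP and HMSNP (77). With the normal prior, 14, 908 and 64 genes changed at least 2-fold for SNP50, MSNP and HMSNP, and without a threshold on the adjusted p 14, 910 and 71, with 1, 10 and 31 shared by SNP100 and HMSNP, SNP50 and MSNP (18) and MSNP and HMSNP.

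On log2 CPM, PC1 held 59% of the variance (73.3%), and the distances from the controls were 78.7, 81.5, 110 and 84.7 for SNP100, SNP50, MSNP and HMSNP (26, 26.7, 45.4 and 30.5). Over all genes PC1 held 46.2% and PC2 23.6% (9.66%).

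Among list medians, which keep their value under another set test, fry gained calls for NF-kB targets in MSNP (-0.092, called as higher in spite of the median) and in HMSNP against MSNP (0.382) and for p53 targets in the same comparisons (0.00376 and 0.163), and lost those of lysosomal genes (-0.037), ATF4 targets (-0.0481) and DNA replication (0.0401) in SNP50 against SNP100. An estimated correlation lost these 3 too, and those of interferon-stimulated genes in MSNP (-0.697) and in HMSNP against MSNP (0.809), ATF4 targets in SNP100 (-0.121), SNP50 (-0.16) and MSNP (0.329), cholesterol biosynthesis in SNP100 (-0.0921) and MSNP (0.183) and DNA replication in HMSNP (0.1). DNA replication in SNP50 against SNP100 was also lost with RLE (0.0341) and with the length trend removed (0.0175).

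Across the fits that each left out 1 library, the called genes ranged from 57 (without SNP100 replicate 2) to 1012 (without Control replicate 3) for SNP100, from 87 (without SNP50 replicate 3) to 3713 (without Control replicate 3) for SNP50 and from 493 (without HMSNP replicate 2) to 4940 (without Control replicate 2) for HMSNP. Highest without Control replicate 3, they ranged from 0 to 85 for SNP50 against SNP100, from 3162 to 6644 for HMSNP against MSNP and from 2629 to 6483 for MSNP against SNP100. Genes changed at least 2-fold ranged from 12 to 44 for SNP100, from 16 to 148 for SNP50 and from 111 to 548 for HMSNP, highest without Control replicate 2, 3 and 2. Those shared ranged from 9 to 23 for SNP100 and SNP50 and from 10 to 57 for SNP50 and MSNP, highest without Control replicate 3, from 11 to 38 for SNP100 and MSNP, from 1 to 8 for SNP100 and HMSNP and from 49 to 216 for MSNP and HMSNP, highest without Control replicate 2, and from 1 to 15 for SNP50 and HMSNP, highest without Control replicate 3. Genes called in both porous groups ranged from 120 to 1499 up and from 147 to 1352 down, highest without Control replicate 2. The top 50 genes of SNP50 and HMSNP shared 5 to 7 genes against 8 with all libraries. PC1 ranged from 64.9% to 79.1%, PC2 from 7.19% to 13.6%, the distance of MSNP from 37.7 to 48.2, and the module components of MSNP from 1.8 to 2.29 (turquoise) and from -2.29 to -1.8 (blue).

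For list medians in SNP50 against SNP100, the ranges were -0.0813 (without SNP100 replicate 2) to 0.033 for NF-kB targets, where a call was gained, and -0.0471 to -0.0247 for lysosomal genes, -0.0626 to -0.0326 for ATF4 targets and 0.0191 to 0.0438 for DNA replication, where calls were lost in 1 or more fits. Cholesterol biosynthesis in SNP100 ranged from -0.109 to -0.0754 and was not called without Control replicate 2.

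Of 60 results for single named genes, 29 lost their call with only the 6 libraries of the comparison, and 1 with RLE and with the block (Rn18s-rs5 in HMSNP in both). Leaving out 1 library lost 21 calls of 360 and gained that of Tnf in SNP50 without Control replicate 3. The 3 libraries per group limit the tests of distances and of splits, which cannot go below a p of 0.1.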

Differences from the paper's values

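The tests of DESeq2's filters, of its normal prior and of the length trend were chosen only after the values were seen.

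The paper gives 251 upregulated and 253 downregulated genes for SNP100, where edgeR called 101 and 80, and 253 and 435 for SNP50, where edgeR called 90 and 190. The paper's numbers for HMSNP are 922 and 1035, against 489 and 535 with edgeR. With DESeq2, an alternative set before the data were examined and the tool the paper names, the numbers came within 1.5 times the paper's for all 3 groups, with 247 and 249, 249 and 431, and 921 and 1024. Of the other alternatives set before the data were examined, filterByExpr came within that limit for the downregulated genes of SNP50 (290), leaving out Control replicate 2 for the upregulated genes of SNP100 (175) and leaving out Control replicate 3 for both directions in HMSNP (876 and 823), and RLE, no filter, the replicate block and only the 6 libraries of a comparison did not for any. The offset for transcript length, chosen after seeing the values, also came within it for all 3 groups. Among 4 filters at 2 settings of DESeq2's alpha, tried after the paper's numbers were seen, none gave all of the paper's numbers exactly.

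The paper gives 14 genes changed more than 2-fold for SNP50, 910 for MSNP and 73 for HMSNP, where edgeR had 28, 1476 and 174 with at least 2-fold. With DESeq2 and apeglm, set before the data were examined and named in the paper's methods, there were 21, 1214 and 95, within 1.5 times the paper's. Without a threshold on the adjusted p, apeglm came within the limit for MSNP only (1245). The filterByExpr filter (1288), only the 6 libraries (1171) and leaving out MSNP replicate 1 or 2 (1300 and 1292) came within it for MSNP, and leaving out SNP50 replicate 1 or 3 (16 and 17) for SNP50. The other alternatives set before the data were examined did not. DESeq2's normal prior, chosen after seeing the values, gave 14, 908 and 64 with a threshold on the adjusted p and 14, 910 and 71 without it.

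Among genes changed at least 2-fold in either direction, SNP50 and MSNP share about 9 in Figure 3, read by eye, and 18 with edgeR, SNP100 and HMSNP share about 1 and 2, and MSNP and HMSNP about 32 and 77. With apeglm there were 14, 1 and 40, which closed the gap for the last 2 pairs. Leaving out SNP50 replicate 1 or 3 closed it for SNP50 and MSNP (10 and 12), and leaving out HMSNP replicate 1 for SNP100 and HMSNP (1). The normal prior without a threshold, chosen after seeing the values, gave 10, 1 and 31. The paper gives 1272 upregulated and 1656 downregulated genes shared by MSNP and HMSNP, and edgeR gave 266 and 272. Of the alternatives set before the data were examined, leaving out Control replicate 2 came within 1.5 times these (1499 and 1352), and DESeq2 (479 and 480), filterByExpr (329 and 344) and the replicate block (235 and 242) did not. The paper's shared numbers are larger than its own number of called genes for HMSNP in either direction. In Figures S9 and S10 the bars with these numbers are marked for the comparison of HMSNP with MSNP alone, which makes them genes that differ between the porous groups and in none of the other 8 comparisons. Counted in that way after the figures were seen, DESeq2 gave 1264 and 1642 genes and edgeR 1369 and 1728, so that the numbers of genes shared are not comparable with those of the paper.

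Table S2 gives log2 fold changes for single genes, of which 41 of 57 differed from those of edgeR by more than the larger error. In SNP100, the paper's value and that of edgeR were 1.28 and 1.48 for Tent5c, 1.25 and 1.80 for Rragd, 1.24 and 1.57 for Card14, 1.23 and 1.49 for Celsr1, 1.20 and 2.07 for 4833415N18Rik, 1.16 and 1.38 for Gpr176, 1.07 and 3.08 for H2ac7, 1.02 and 1.51 for Fabp4 and -1.17 and 0.003 for Tgfb1. In SNP50, the paper's value and that of edgeR were 1.19 and 1.48 for Gm56769, 1.11 and 1.62 for Fabp4, 1.06 and 2.08 for Eqtn, -1.03 and -1.33 for Rsad2 and -1.43 and 0.071 for Tgfb1. For 1 more gene they were -1.72 and -1.88 for Olr1. In MSNP, the paper's value and that of edgeR were 5.29 and 7.64 for Dio2, 4.96 and 5.63 for Tspan10, 4.91 and 5.83 for Rragd, 4.68 and 5.19 for Card14 and 4.29 and 4.93 for Il7r. For other genes of this group they were 4.27 and 5.45 for Ighg2c, 4.26 and 4.99 for Fabp4, 4.18 and 4.97 for Efcab6, 4.07 and 5.03 for Dok7 and 4.00 and 5.34 for Sstr5. The remaining pairs were 3.93 and 5.22 for 4833415N18Rik, 3.87 and 4.91 for Ptpn14, -3.95 and -4.93 for Rgs16, -3.86 and -3.99 for Pmepa1 and -3.74 and -4.13 for Bmf. In HMSNP, the paper's value and that of edgeR were -1.53 and -2.49 for H1f3, -1.64 and -2.89 for H1f4, -1.64 and -3.50 for H1f5, -1.64 and -4.24 for Thsd4 and -1.75 and -1.96 for Rab15. For other genes of this group they were -1.91 and -2.14 for Chst1, -1.98 and -2.18 for Olr1, -2.33 and -2.60 for Slc1a4, -2.45 and -5.35 for Prss35 and -2.55 and -2.71 for Trib3. The last pair was -2.65 and -2.99 for Chac1. Dio2 in the controls and Prss35 and Thsd4 in HMSNP had no library above 3 counts, so that their fitted values depend on the prior count. Dio2 was at least 96.9-fold higher in MSNP, and in HMSNP Prss35 was at least 15.3-fold and Thsd4 at least 7.05-fold lower. DESeq2's normal prior, chosen after seeing the values, gave 55 of the 57 values within 0.02 of the paper's, all but the pair for Tgfb1, with a median difference of 0.0011. The values of Tgfbi under that setting were -1.17 in SNP100 and -1.42 in SNP50. Of the alternatives set before the data were examined, apeglm closed the gap for Celsr1 and Gpr176 and for Tent5c in SNP100, for Gm56769, Rsad2 and Olr1 in SNP50 and for Rab15 and Olr1 in HMSNP. DESeq2 without shrinkage closed it for Tent5c in SNP100 and Olr1 in SNP50, filterByExpr for Tent5c and Gpr176 in SNP100, and only the 6 libraries for Tent5c, Card14 and Gpr176 in SNP100 and Olr1 in SNP50 and HMSNP. Leaving out 1 library closed it for Tent5c, Card14, Celsr1, Gpr176 and Fabp4 in SNP100, for Gm56769, Fabp4, Rsad2 and Olr1 in SNP50, for Pmepa1 in MSNP and for Rab15, Chst1, Olr1, Slc1a4 and Trib3 in HMSNP. None of the alternatives set before the data were examined closed it for the other genes.

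The paper states that mTORC1 signaling was not upregulated in the nonporous groups, and Supplementary document S2 lists 8 upregulated mTORC1 genes for SNP100, of which edgeR called 5, beside 13 downregulated, of which it called 4. The paper names SNP100, MSNP and HMSNP for a decrease of the p53 pathway, and 16 genes are listed as decreased in SNP50, of which edgeR called 10, while the fixed list of p53 targets had a median log2 fold change of 0.21 in HMSNP and the 109 listed genes one of -0.02. The paper states an increase of the inflammatory response in HMSNP and SNP100 and a decrease in MSNP. The listed genes had medians of 0.17 in HMSNP and -0.31 in MSNP, on the paper's side, and of -0.02 in SNP100. For SNP100 edgeR called 3 of 10 genes listed as increased and 7 of 11 listed as decreased, and for MSNP 42 of 44 and 48 of 49. The paper states an increase of the interferon gamma pathway in HMSNP, and the fixed list of interferon-stimulated genes had a median of 0.00 there and the 94 listed genes one of 0.05. Of these 94 genes, 11 were called upregulated and 5 downregulated in HMSNP. The listed genes were taken without the sheets for HMSNP, and the paper's statements rest on enrichment, not on medians. These medians therefore do not decide its statements on the p53, inflammatory response and interferon gamma pathways in HMSNP. The paper places the groups other than MSNP on the negative side of the turquoise module. The first principal component of the module's listed genes, centred over all libraries, was negative there too. It was -0.279 in SNP100, -0.467 in SNP50, -0.393 in HMSNP and -0.745 in the controls. Against the nontreated controls, a different reference, the median of these listed genes was 0.28 in SNP100, 0.16 in SNP50 and 0.19 in HMSNP.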

Other observations

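The test of length as the whole cause, those on single splits of SNP50 and the controls, on leaving out Control replicates 2 and 3 together with transcript length, on Rn18s-rs5, and all counts of other splits were chosen only after the results were seen.

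On log2 CPM of 10655 genes, Control replicate 3 lay 2.59 times as far from the other controls as these from each other. Across these genes, its log2 difference from them had a Spearman correlation of -0.652 with transcript length and of 0.166 with GC content. A trend with transcript length may therefore be part of the difference, and GC content is argued against as its source. With the length trend removed the ratio was 2.28, which argues against length as the whole cause. Among treated libraries, SNP50 replicate 1 had the largest correlation with length, -0.523. No biological explanation was tested for a difference between nontreated replicates.

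Without Control replicate 3, 1012 genes were called for SNP100 and 3713 for SNP50, where all libraries gave 181 and 280. The spread that this library adds is a candidate explanation for the small numbers in the nonporous groups. In 20 simulations of unchanged groups against controls with the measured spread, a median of 220 genes was called for SNP100 and of 224 for SNP50, and with an even spread at most 3 and 4 were. The simulations with the measured spread gave a median correlation of 0.916 between the changes of SNP100 and SNP50, where it was 0.762. They therefore do not match these groups, and the numbers alone leave an effect open. Of the 181 genes for SNP100, 180 were also called without Control replicate 3. That count decides nothing, since these fits share most of their libraries and the simulations give no counterpart. The log2 ratio of the median transcript length of genes called higher to that of genes called lower was 0.227 for SNP100, 0.0172 for SNP50 and 0.443 for HMSNP, and without Control replicate 3 it was -0.609 for SNP100 and -0.933 for SNP50. With the length trend removed, 156 of the 181 genes for SNP100, 241 of the 280 for SNP50 and 889 of the 1024 for HMSNP were called in the same direction. Without Control replicate 3, 903 of the 1012 and 2570 of the 3713 were. These counts argue against length as the whole cause, and it stays open for the other genes. The larger number for SNP50 than for HMSNP without Control replicate 3 was still 3295 against 2142 with the length trend removed too, which argues against length as its cause. Without Control replicate 2 HMSNP had 4940 genes, with a log2 ratio of 1.17 between the median lengths of those called higher and lower, so that transcript length may explain part of that number. With the length trend removed from the same libraries, 3210 of them were called in the same direction, which argues against it as the whole cause.

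In other splits of the 6 libraries, as many genes were called in 1 of 10 splits, the real one, for SNP100, MSNP and HMSNP against the controls, for HMSNP against MSNP and for MSNP against SNP100, in 3 of 10 for SNP50 and in 10 of 10 for SNP50 against SNP100, where the real split called 0 (867 at an unadjusted p under 0.05). For genes changed at least 2-fold the numbers were 1 for SNP100, 3 for SNP50, 1 for MSNP and 1 for HMSNP. Splits of 6 libraries cannot give a share under 0.1. The other splits of SNP50 and the controls that called more genes, 1260 and 1253, put Control replicate 3 with 2 SNP50 libraries, and with the length trend removed they called 0 and 0 genes, where the real split called 592. Transcript length may thus be the cause of those calls.

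For the fixed gene lists, as many lists passed the threshold in 2 of 10 splits for SNP100, in 1 for SNP50, in 3 for MSNP, in 1 for HMSNP, in 3 for SNP50 against SNP100 and in 10 for HMSNP against MSNP. Other splits had up to 5 lists past it. A split that mixes groups which differ keeps part of their difference, so that these counts do not measure false calls.

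Cholesterol biosynthesis is not discussed in the paper's text, but Supplementary document S2 lists genes under Cholesterol Homeostasis for SNP100, SNP50 and MSNP. Of the 23 tested genes of the fixed list, 17 are under a term in Supplementary documents S2 and S3. The list had a median log2 fold change of -0.17 in SNP50 against SNP100 (camera adjusted p = 2.61e-11), with 19 of 23 genes lower, 0 called over all genes and 6 called when adjusted over the list alone. Without SNP50 replicate 1 the median was -0.161, which argues against that library alone, and 1 of 10 splits gave a median as large. The list call held under fry and under an estimated correlation, where camera's adjusted p was 0.0105. The medians against the controls were -0.09 in SNP100 (0.00666), -0.24 in SNP50 (6.74e-15), 0.18 in MSNP (0.00163), which was 0.31 without Control replicate 3, and 0.32 in HMSNP (2.54e-13), and HMSNP against MSNP had 0.06 (0.572), with 0.03 without MSNP replicate 3 and 0.09 without MSNP replicate 1. Size, dose and submission differ together between SNP50 and SNP100 and cannot be told apart.

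DNA replication genes had medians of 0.13 in SNP100 (camera adjusted p = 1.27e-08), 0.16 in SNP50 (6.14e-13), with 48 of 53 genes higher, 0.07 in MSNP (0.472) and 0.10 in HMSNP (0.00125). Without Control replicate 2, those of SNP50, MSNP and HMSNP were 0.10, 0.02 and 0.07. In SNP50 against SNP100 the median was 0.04 (0.0423), and it was not called in 4 of the fits that left out 1 library, among them that without SNP100 replicate 2 (0.02). ATF4 targets had medians of -0.12 in SNP100 (1.16e-05) and -0.16 in SNP50 (5.4e-10). In SNP50 against SNP100 the medians of the other lists were -0.04 for NF-kB targets (0.22), 0.03 for p53 targets (0.776), 0.01 for interferon-stimulated genes (0.829), -0.04 for lysosomal genes (0.0123) and -0.05 for ATF4 targets (0.0146), and the last 2 were not called without SNP50 replicate 3 (-0.03 and -0.03). The median of NF-kB targets was 0.03 without SNP100 replicate 3. In HMSNP against MSNP, NF-kB targets had a median of 0.38 (0.131), p53 targets 0.16 (0.21) and DNA replication genes 0.07 (0.401). With the length trend removed, the median of DNA replication in SNP50 against SNP100 was 0.0175 and not called, and with Control replicate 3 also left out it was 0.0179 and called, so that transcript length may be part of that value. Those of lysosomal genes and ATF4 targets in the same comparison stayed called, with -0.0265 and -0.0363 with the trend removed. No other explanation was tested for the values of these lists.

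The linker histone genes H1f3, H1f4 and H1f5 are in Table S2 for HMSNP, with log2 fold changes of -2.49, -2.89 and -3.50. Histone transcripts of this kind mostly lack poly(A) tails, and 53 of 59 such genes were lower in HMSNP, with a median of -1.44 and 8 called. Libraries made from poly(A) RNA carry over varying amounts of other RNA. If less was carried over in HMSNP, other RNA without poly(A) tails would be lower too. The median of 5 such RNAs was -3.98, with all 5 lower and 1 called, and with genes at the floor at their bound it was -1.54, and -0.99 for the histones. By library, however, their median log2 CPM was -0.587, -2.8 and -1.44 in the controls and -2.52, -3.19 and -2.37 in HMSNP, so that Control replicate 2 lay below 2 of the HMSNP libraries and the difference rests on the other controls, mostly on Control replicate 1. These RNAs have few counts. Less carry-over and a change in histone transcription therefore cannot be told apart.

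Rn18s-rs5, a ribosomal RNA gene, had a log2 fold change of -3.74 in HMSNP (edgeR adjusted p = 0.0498). Control replicate 1 had 19500 CPM, the other controls 638 and 894, and the treated libraries 421 to 5140. Without Control replicate 1 the change was -0.52, so that 1 control library may be the source of the decrease.

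Tnf, whose protein the paper measured, and Cd80, a marker that it cites from earlier work, had RNA values in these libraries. Tnf had 49.9 CPM in the controls and log2 fold changes of 0.09 in SNP100, 0.34 in SNP50, 0.12 in MSNP and -0.13 in HMSNP, with edgeR adjusted p of 0.841, 0.324, 0.595 and 0.606, and 0.44 in SNP50 without Control replicate 3, where it was called. Cd80, which overlaps Timmdc1, had 0.45 in SNP100 (0.259), 0.45 in SNP50 (0.212) and 0.73 in MSNP (0.00194), and was called in HMSNP as well (0.000651). It was highest in HMSNP, with 5.54 to 6.32 CPM against 3.70 to 5.42 in the MSNP libraries and 2.55 to 3.08 in the controls. The RNA was taken at 6 h.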
